# Curcumin Enhances Neurogenesis and Cognition in Aged Rats: Implications for Transcriptional Interactions Related to Growth and Synaptic Plasticity

**DOI:** 10.1371/journal.pone.0031211

**Published:** 2012-02-16

**Authors:** Suzhen Dong, Qingwen Zeng, E. Siobhan Mitchell, Jin Xiu, Yale Duan, Chunxia Li, Jyoti K. Tiwari, Yinghe Hu, Xiaohua Cao, Zheng Zhao

## Abstract

**Background:**

Curcumin has been demonstrated to have many neuroprotective properties, including improvement of cognition in humans and neurogenesis in animals, yet the mechanism of such effects remains unclear.

**Methodology:**

We assessed behavioural performance and hippocampal cell proliferation in aged rats after 6- and 12-week curcumin-fortified diets. Curcumin enhanced non-spatial and spatial memory, as well as dentate gyrate cell proliferation as compared to control diet rats. We also investigated underlying mechanistic pathways that might link curcumin treatment to increased cognition and neurogenesis via exon array analysis of cortical and hippocampal mRNA transcription. The results revealed a transcriptional network interaction of genes involved in neurotransmission, neuronal development, signal transduction, and metabolism in response to the curcumin treatment.

**Conclusions:**

The results suggest a neurogenesis- and cognition-enhancing potential of prolonged curcumin treatment in aged rats, which may be due to its diverse effects on genes related to growth and plasticity.

## Introduction

The polyphenol compound curcumin is the main component of turmeric curcuminoids derived from tumeric spice, which exhibits many therapeutic properties. Numerous studies have shown that curcumin possesses not only anti-inflammation, anti-oxidative stress, and tumor reduction properties [1], but also neuroprotection against a wide spectrum of neurodegenerative conditions in animal models [2]. Due to its therapeutic potential, curcumin is currently undergoing human clinical trials for treating inflammatory-linked diseases and several types of cancer [1].

In recent years the focus has been shifted to neuroprotective effects of curcumin on cognition. Epidemiologic data has shown that regular curcumin intake may be related to better cognitive function in healthy elderly [3], while in rat models curcumin appears to reverse various forms of cognitive impairment [4], [5], [6], [7], [8], [9]. For example, chronic administration of curcumin can ameliorate age-related spatial memory deficits [10]. These effects may be due to curcumin's activity on oxidative stress [4], [5], [7], BDNF and ERK/P38 kinase signalling pathways [6], degradation of PKCδ [10] or inhibition of histone acetyltransferase [11], as well as several other activities. Curcumin also may protect against Alzheimer's disease (AD) pathology. Both *in vitro* and *in vivo* studies have shown that curcumin prevents amyloid-beta build-up, one of pathological hallmarks of AD [12], [13], [14]. Despite the above observations, understanding of curcumin's diverse neuroprotective activities is still limited, especially how curcumin influences neuronal proliferation.

Adult neurogenesis has been suggested to be an important event for cognitive function [15], [16]. Two recent publications revealed that curcumin enhanced neurogenesis in adult rodents. Xu et al found that oral administration of curcumin increased the proliferation of hippocampal progenitor cells in chronically stressed rats [17], while Kim et al. showed that curcumin could stimulate proliferations of hippocampal neural progenitor cells both at embryonic stage and adult in mice [18]. These studies, however, used relatively young animals (only several weeks old) that have relatively high rates of neurogenesis. Furthermore, neither study investigated behavior, which could have shed light on the functional implications of curcumin-induced neurogenesis. Thus, it is still not clear if neurogenesis is responsible for treatment effects on learning and memory.

The present study investigated the effects of short-term (6-week) and long-term (12-week) curcumin-supplemented diet on hippocampal cellular proliferation and cognitive function in aged rats. A battery of behavioral tests was used to examine the cognitive and psychomotor benefits of such treatment. Hippocampal and cortical transcriptional responses to dietary treatment were assessed via exon array in order to delve further into possible mechanisms of curcumin activity.

## Results

### Effects of curcumin on non-spatial and spatial memory in aged rats

To assess the effects of curcumin on cognitive function, behavioral performance was detected during the last two weeks of 6-week or 12-week curcumin administration (Figure 1). The results from the open field and rota rod tests showed that neither 6- nor 12-week curcumin treatments gave rise to any significant differences between the two groups in locomotor activity, anxiety and motor coordination (Figure S1 and S2).

**Figure 1:**
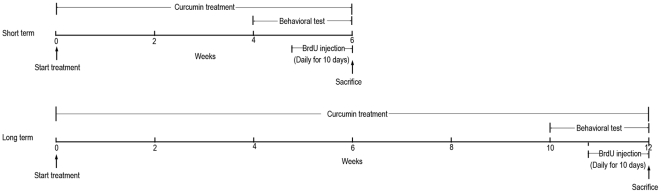
Experimental design of this study. Curcumin was given to the aged rats in food for 6 (short-term) or 12 weeks (long-term). Behavioural tests were performed on the last two weeks of curcumin administration and BrdU were injected daily for ten days on the last ten days. Rats were killed for immunihistological and biochemical analysis at the end of curcumin treatment.

For 6-week treatment, there was a significantly higher social recognition index in curcumin-treated group than that in the control group (Figure 2B). This was demonstrated by the reduced exploration to the familiar juvenile rat (Figure 2A) during the second session (E2, exposure 2) (p<0.01), and the unchanged exploration time during the first session (E1, exposure 1) (Figure 2A). Similarly, the rats from 12-week curcumin-treated group also exhibited a significantly higher novel recognition index than that of the control (p<0.01, Figure 2D). This was mainly due to the lower exploration of the familiar juvenile rat in the curcumin group during the E2 session (Figure 2C). Thus both 6- and 12-week curcumin treatments could significantly improve the social recognition memory of the aged rats.

**Figure 2:**
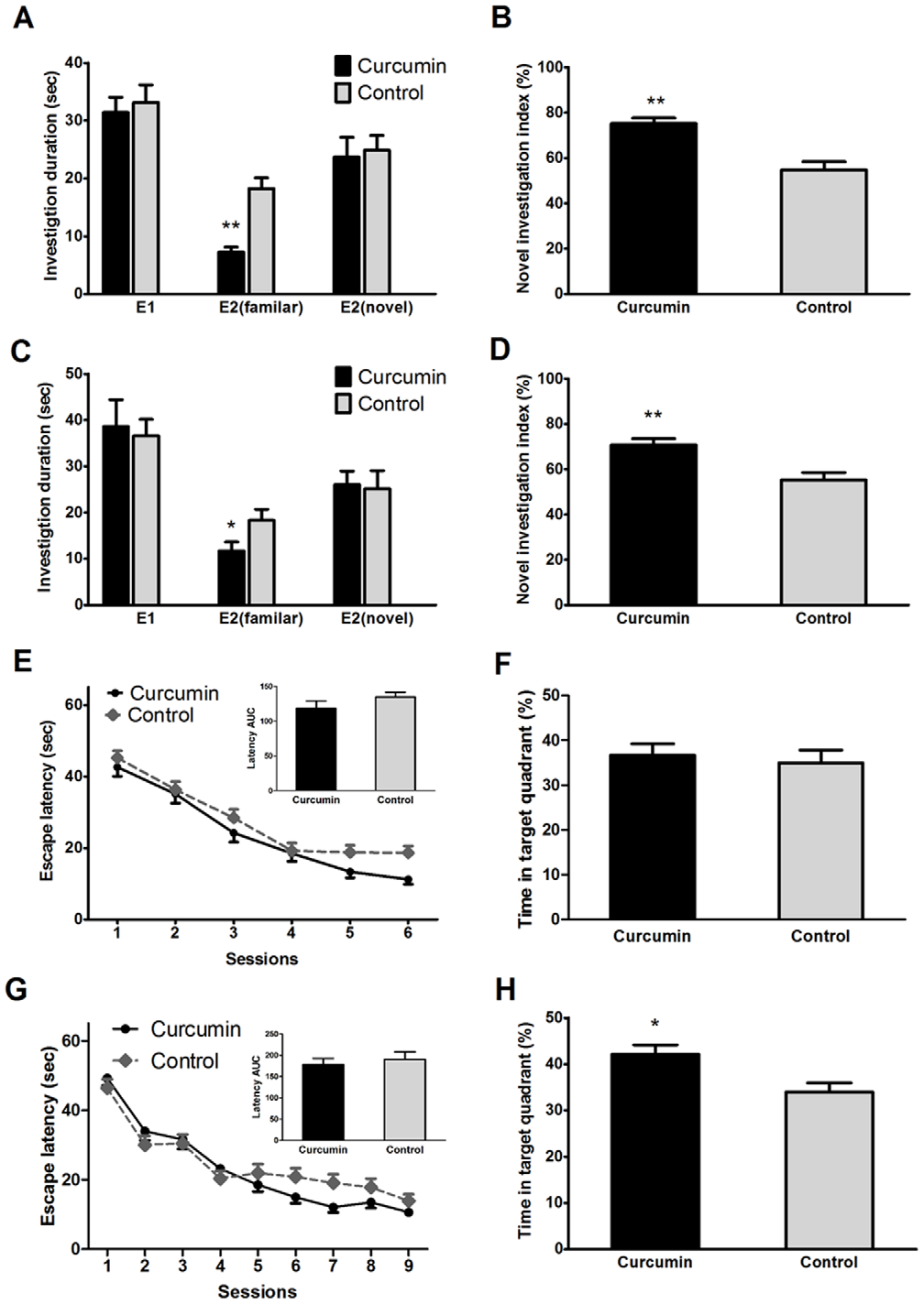
Social recognition ability and spatial reference memory were enhanced after 6- or 12-week curcumin treatment. A and C: In the first trial (Exposure, E1) of social recognition task, the curcumin group and control group had the same preference for the juvenile rats. In the second trial (Exposure 2, E2) of social recognition task, the time spent on exploring the novel and the familiar juvenile rats was expressed as E2_(novel)_ and E2_(familiar)_, respectively. 6- or 12-week curcumin treatment exhibited the significant lower exploration for the familiar juvenile rat during the second trial (E2). B and D: There was significance difference between curcumin and control groups in investigation index after 6- or 12-week treatment with curcumin treatment in aged rats (P<0.01). Investigation index = E2_(novel)_/(E2_(familiar)_+E2_(novel)_). E and G: Effects of 6- and 12-week curcumin treatment during Morris water maze training sessions. Latency to reach the platform and area under curve (AUC) of latencies are shown. Data are expressed as means (± SEM) of daily averages of 4 trials. The area under curve for latency was no significant difference between drug treatment and control for both 6- (Figure E) and 12-week (Figure G, p>0.05). F and H: Effects of 6- and 12-week curcumin treatment during the Morris water maze probe trial. Time spent in the target quadrants is shown. Curcumin group spent more time in the target quadrant than control group after 12-week drug treatment. *P<0.05.

To determine the effects of curcumin on spatial learning and memory abilities, rats with curcumin treatment were tested on Morris water maze task. Figure 2E and 2G present both the acquisition curves (mean latencies ± SEM to locate the hidden platform) and the area under curve (AUC, Figure 2E and 2G inset) for latencies. There was no significant difference in the area under curve for latencies between the control and the rats with 6- or 12-week curcumin treatment (p>0.05). During the probe test,no significant difference in the amount of swimming time in the target quadrant was observed between the control and the 6-week curcumin-treated groups (p>0.05) (Figure 2F). By contrast, the rats with 12-week curcumin treatment spent a significantly longer time in the target quadrant than that of the control (p<0.05) (Figure 2H). Taken together, these results revealed that the 12-week treatment of curcumin could significantly improve the spatial memory in the aged rats.

### Effects of curcumin on cell proliferation in the dentate gyrus of aged rats

Curcumin-induced hippocampal neurogenesis in the aged rats was examined. Interestingly, BrdU immunostained cells in dentate gyrus were mostly sub-localized in the hilus, rather than the GCL/SGZ (Figure 3A, B, D and E). Quantitative assessment revealed no significant difference in the number of BrdU-labeled cells between 6-week curcumin-treated rats and the control (Figure 3A–C). By contrast, more BrdU-positive cells were observed in both GCL/SGZ and hilus from 12-week curcumin-treated rats as compared to that of the control (Figure 3D–F), suggesting that curcumin treatment for 12-week, but not 6-week, could promote cell proliferation in the dentate gyrus of aged rats.

**Figure 3:**
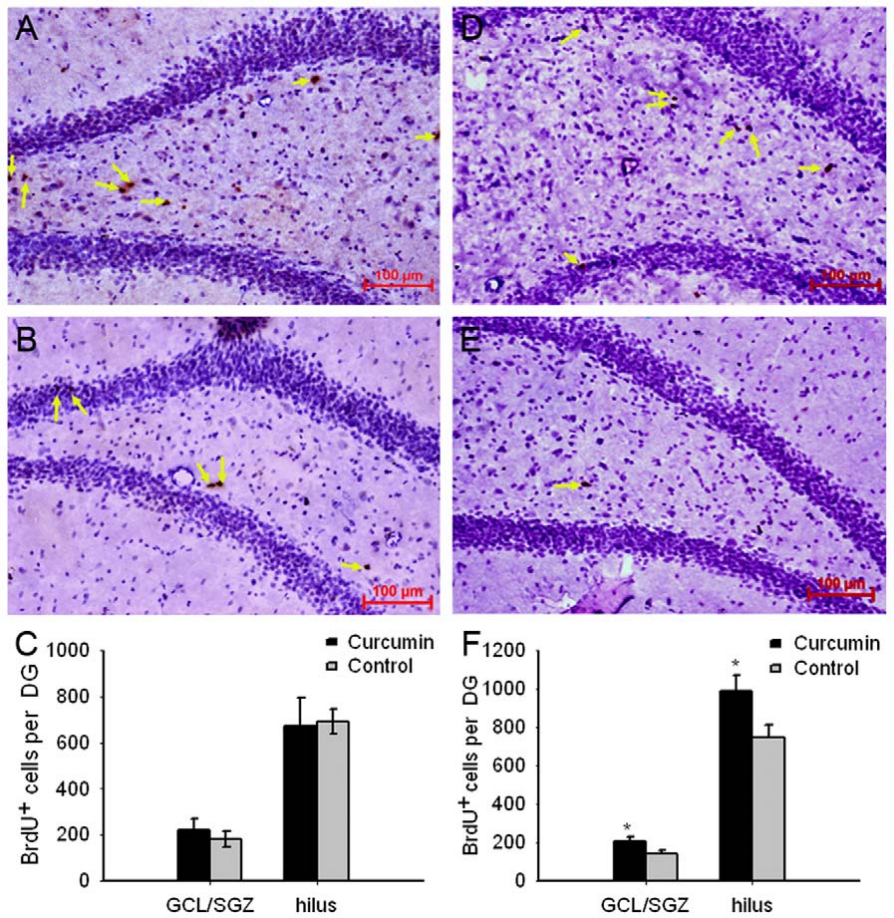
12-week but not 6-week curcumin treatment induced a significant increase of BrdU-positive cells in dentate gyrus. A and B: BrdU immunhistology results from the representative slices of 6-week curcumin-treated rats and controls, respectively. C: the statistical results of 6-week curcumin treatment on hippocampal neurogenesis. D and E: BrdU immunhistology results from the representative slices of 12-week curcumin-treated rats and controls, respectively. F: the statistical results of 12-week curcumin treatment on hippocampal neurogenesis. The yellow arrows: the BrdU-positive cells. In C and F, data were expressed as mean ± SEM. *: P<0.05.

### Effects of curcumin on gene expression changes in the cortex and hippocampus of aged rats

To further investigate the curcumin-induced changes in the brain and their relationship to the improved cognition observed in the aged rats, we compared the gene expression profiles in the hippocampus and cortex of 6- and 12-week curcumin-treated rats with their corresponding controls. 

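Prox1 and C1ql2, which mark the granule cells of the dentate gyrus, kept the 2 tissues apart on all 16 arrays. Prox1 averaged 7.77 on the log2 scale over 8 hippocampal arrays (lowest 7.31) and 6.20 over 8 cortical arrays (highest 6.81). C1ql2, a secreted synaptic protein, averaged 8.17 (lowest 7.86) and 6.32 (highest 6.53). No marker examined averaged higher in the cortex. In hippocampus and cortex Fezf2 averaged 8.27 and 7.78, Neurod6 9.78 and 8.28, Slc17a7 10.68 and 10.33, and Rasgrf2 9.15 and 8.86. Wfs1 overlapped between the tissues (8.79 to 9.88 and 8.38 to 9.77). The cortex label was thus checked only by low values of hippocampal genes. The arrays cover 8 groups, 2 arrays each, and each array holds a pool of 3 rats, which were 15 months old at the start of the study and ate control chow, or chow with 480 mg of curcumin per kg of feed, for 6 or 12 weeks. Arrays of one group correlated at 0.990 to 0.996 across 27342 transcript clusters. Between the 2 arrays of one group, 59 clusters (hippocampus, curcumin, 6 weeks) to 585 clusters (cortex, control, 6 weeks) differed by 1.5-fold or more. The first components of the arrays hold 25.2% and 21.1% of the variance. In simulated arrays of the same size, limma recovered 71.6 to 79.1% of 1.5-fold changes and 94.0 to 98.5% of 2-fold changes. Where no cluster had been changed, limma called 0 to 1 clusters per comparison and a 1.5-fold rule on group means 44 to 53. That rule gave only 33 clusters on the real hippocampal arrays after 6 weeks. The SD of the difference between the 2 real arrays of a group ran from 0.139 to 0.219. The simulated spread thus does not match each group, and these rates may not carry over. The precision of each value is limited by the 2 arrays per group, and the p-values measure the spread between these arrays only, which may be technical.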

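Wbp2 (transcript cluster 10749108), a coactivator of steroid receptors, rose in the cortex after 12 weeks by 1.02 on the log2 scale (SE 0.063; limma adjusted p = 5.9e-05, 2 arrays per group). The noncoding RNA Meg3 (10886816) rose there by 0.76 (SE 0.059, adjusted p = 2.6e-04), while the peptide transporter gene Slc15a2 (10751404) fell by 0.79 (SE 0.059, adjusted p = 2.3e-04) and riboflavin kinase, Rfk (10847718), fell by 0.76 (SE 0.063, adjusted p = 3.7e-04). These 4 calls held without any 1 of the 4 arrays of that comparison, but not in a fit of those 4 arrays alone (adjusted p = 0.121). After 6 weeks, cortical Slc17a7 (10706734), which loads glutamate into vesicles, rose by 0.81 (SE 0.087, adjusted p = 0.0368), and the neuronal pentraxin Nptx1 (10749523) rose by 0.88 (SE 0.13, adjusted p = 0.0488); both calls were lost without curcumin replicate 1, curcumin replicate 2 or control replicate 2 (adjusted p = 0.0750 to 0.327). Cd3e (10916955), a chain of the T cell receptor complex, rose in the hippocampus after 12 weeks by 1.01 (SE 0.090, adjusted p = 0.00607); the call was lost without curcumin replicate 1, curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.0877, 0.111, 0.0791 and 0.173, in that order). Cd3e is a dim cluster, with a mean of 5.34 over all arrays, and falls out where the dimmest clusters are left out, and its call was lost with array weights (adjusted p = 0.0726). For the hippocampus after 6 weeks, the values of the zinc transporter Slc39a12, -0.52 (SE 0.11, adjusted p = 0.9999), and of the fatty acid carrier Fabp5, 0.31 (SE 0.058, adjusted p = 0.9999), did not pass. A change of group means by at least 1.5-fold or to at most 0.66-fold was met by 33 clusters in the hippocampus and 341 in the cortex after 6 weeks, and by 63 and 226 after 12 weeks. Of these, 9, 247, 43 and 131 clusters, in the same order, carry exactly 1 gene symbol. Both curcumin arrays lay beyond both control arrays for 28, 296, 57 and 207 of them; over all clusters the share was 35.0, 36.3, 27.4 and 44.3%, and chance gives 33.3%.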

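Single arrays moved these totals, which have no error term. The hippocampal total after 6 weeks was 97 without curcumin replicate 2, 66 without control replicate 1 and 95 without control replicate 2; the cortical total after 6 weeks was 562 without curcumin replicate 2 and 801 without control replicate 1. After 12 weeks the hippocampal total was 111 without curcumin replicate 1, 97 without curcumin replicate 2, 150 without control replicate 1 and 115 without control replicate 2, and the cortical total 479 without curcumin replicate 1 and 362 without control replicate 2. Clusters that passed the rule and limma together numbered 0, 10, 1 and 133, where Cd3e is the hippocampal one and Wbp2, Meg3, Slc15a2 and Rfk are among the last.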

The results showed that the expression of 81 hippocampal genes and 132 cortical genes in 6-week curcumin-treated rats (Figure 4, Table S1 and S2) were consistently and reproducibly changed by 1.5-fold or above, while 55 genes in the hippocampus and 162 genes in the cortex in 12-week curcumin-treated rats (Figure 4, Table S3 and S4) were changed by 1.5-fold. The physiological function analysis of these genes revealed multiple signal pathways in the hippocampus and cortex responsible for curcumin stimulation in modulation of neurotransmission and metabolic homeostasis, neuronal development, signal transduction, transport as well as RNA transcription, and so on (Figure 5). 

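Genes of synaptic vesicle release moved up as a group in the cortex after 6 weeks (23 measured, median 0.32, camera adjusted p = 3.8e-13, and adjusted p = 0.229 with an estimated correlation). Of the 23 genes, 19 had positive log2 fold changes (2 higher and 0 lower over all genes, 16 and 1 when adjusted over the list alone). Syn1, which tethers vesicles, rose by 0.50 (SE 0.073, adjusted p = 0.0488), and Rims1, a scaffold of the release site, rose by 0.57 (SE 0.086, adjusted p = 0.0488); both calls were lost without curcumin replicate 1, curcumin replicate 2 or control replicate 2 (adjusted p = 0.0750 to 0.327). Genes of the postsynaptic side moved up as well (19 measured, median 0.24, camera adjusted p = 2.1e-07, and adjusted p = 0.307 with an estimated correlation), with the glutamate receptor genes Grin2a at 0.62 (SE 0.13, adjusted p = 0.101) and Gria3 at 0.51 (SE 0.11, adjusted p = 0.107). Genes of cortical projection neurons also moved up (10 measured, median 0.58, camera adjusted p = 7.7e-08, and adjusted p = 0.307 with an estimated correlation), and Camk2a, a kinase of their synapses, was at 0.46 (SE 0.099, adjusted p = 0.101). That last list was written after reading the paper's tables, which name 5 of its 10 measured genes, so it is not independent evidence. Sterol synthesis genes moved up too (15 measured, median 0.26, camera adjusted p = 1.2e-06, and adjusted p = 0.629 with an estimated correlation), among them Srebf2, their transcription factor, at 0.29 (SE 0.071, adjusted p = 0.135). Over all genes and then adjusted over the list alone, 0 and 7 postsynaptic genes were higher, 1 and 8 of the projection neurons, and 0 and 2 of sterol synthesis, with 0 lower. These 4 groups passed without any 1 of the 4 arrays of the comparison and under a preset correlation of 0.01 between genes.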

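On the same cortical arrays after 6 weeks, genes of other cell types and regions moved down as groups. Oligodendrocyte and myelin genes were lower (17 measured, median -0.78, camera adjusted p = 1.9e-09, and adjusted p = 0.634 with an estimated correlation), with 17 of 17 log2 fold changes negative, and Cldn11, a tight junction gene of myelin, was at -0.90 (SE 0.31, adjusted p = 0.261). Microglia genes were lower (15 measured, median -0.34, camera adjusted p = 1.5e-06, and adjusted p = 0.629 with an estimated correlation), with negative values for the lysosomal genes Cd68, -0.83 (SE 0.19, adjusted p = 0.119), and Ctss, -0.41 (SE 0.13, adjusted p = 0.238). Olfactory bulb genes (8 measured, median -1.08, camera adjusted p = 4.3e-06, and adjusted p = 0.471 with an estimated correlation) included the transcription factor Pbx3 at -1.54 (SE 0.32, adjusted p = 0.0948), and the group did not pass without control replicate 2 (adjusted p = 0.0883). Red blood cell genes (5 measured, median -0.58, camera adjusted p = 5.2e-04, and adjusted p = 0.629 with an estimated correlation) did not pass without control replicate 2 (adjusted p = 0.0514), nor did astrocyte genes (13 measured, median -0.15, camera adjusted p = 0.00298, and adjusted p = 0.698 with an estimated correlation) without curcumin replicate 1 (adjusted p = 0.118). Further groups that moved down were hypothalamus (median -0.26, camera adjusted p = 0.0131), MHC class I (-0.11, 0.0192), GABA interneurons (-0.16, 0.0239), striatal projection neurons (-0.49, 0.0299) and endothelium (-0.14, 0.0317). With an estimated correlation, adjusted p = 0.794, 0.634, 0.307, 0.923 and 0.794 in that order. The hypothalamic group did not pass without curcumin replicate 2 or control replicate 2 (adjusted p = 0.470 and 0.386, in that order), MHC class I without curcumin replicate 1 or control replicate 2 (adjusted p = 0.189 and 0.165, in that order), GABA interneurons without curcumin replicate 1 or control replicate 2 (adjusted p = 0.393 and 0.182, in that order), striatal neurons without curcumin replicate 1 (adjusted p = 0.669) and endothelium without curcumin replicate 1 or control replicate 2 (adjusted p = 0.939 and 0.310, in that order); without control replicate 1 the striatal group turned upward (adjusted p = 0.426). Over all genes no member of these 10 lists passed; adjusted over the list alone, 2 oligodendrocyte, 4 microglia, 3 olfactory bulb, 4 red blood cell, 2 astrocyte, 3 interneuron and 1 endothelial genes were lower. Under quantile normalization of all arrays MHC class I did not pass (adjusted p = 0.0613), nor within each tissue (0.0610). On the 8 arrays of the tissue alone, striatal neurons, interneurons and endothelium did not pass (adjusted p = 0.0660, 0.0660 and 0.0505), nor did the last 2 on the 4 arrays of the comparison (0.0646 and 0.0523), nor striatal neurons without the dimmest clusters (0.0534). Without the members the paper names, the olfactory bulb, hypothalamic, interneuron and striatal groups did not pass (adjusted p = 0.0541, 0.0678, 0.0778 and 0.101). The oligodendrocyte, olfactory bulb and red blood cell lists were written after reading the paper's tables and are not independent evidence.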

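In the cortex after 12 weeks, genes of postsynaptic scaffolds and glutamate receptors were higher as a group (19 measured, median 0.19, camera adjusted p = 0.00667, and adjusted p = 0.634 with an estimated correlation). Shank1, a scaffold of excitatory synapses, rose by 0.57 (SE 0.087, adjusted p = 0.00732), as did Shank2 by 0.49 (SE 0.076, adjusted p = 0.00845). The first call was lost without control replicate 1 or control replicate 2 (adjusted p = 0.0504 and 0.0556, in that order) and the other without control replicate 1 (adjusted p = 0.0900). Vesicle release genes were higher by a smaller median (23 measured, median 0.059, camera adjusted p = 0.0299, and adjusted p = 0.681 with an estimated correlation), with Vamp2, which drives fusion, up by 0.56 (SE 0.061, adjusted p = 0.00273) and the priming gene Unc13a up by 0.46 (SE 0.086, adjusted p = 0.0178), lost without curcumin replicate 1, curcumin replicate 2 or control replicate 1 (adjusted p = 0.0925, 0.0581 and 0.176, in that order). Sterol synthesis genes were lower (15 measured, median -0.21, camera adjusted p = 0.00102, and adjusted p = 0.716 with an estimated correlation), and Msmo1, a demethylase of the pathway, fell by 0.68 (SE 0.10, adjusted p = 0.00720), lost without control replicate 1 (adjusted p = 0.0837). Antioxidant genes were lower as a group (20 measured, median -0.16, camera adjusted p = 0.0104, and adjusted p = 0.634 with an estimated correlation), with 16 negative and 4 positive values. Sod1, superoxide dismutase, was among the positive ones and rose by 0.41 (SE 0.075, adjusted p = 0.0173). The call of Sod1 was lost without curcumin replicate 1, curcumin replicate 2 or control replicate 1. Heat shock genes were lower (13 measured, median -0.29, camera adjusted p = 0.0201, and adjusted p = 0.471 with an estimated correlation), and the chaperone gene Dnajb1 fell by 0.46 (SE 0.080, adjusted p = 0.0131), lost without curcumin replicate 1, curcumin replicate 2 or control replicate 1 (adjusted p = 0.0503, 0.0811 and 0.140, in that order). Astrocyte genes were lower too (13 measured, median -0.14, camera adjusted p = 0.0155, and adjusted p = 0.794 with an estimated correlation), with Mlc1, a membrane protein of their endfeet, down by 0.44 (SE 0.076, adjusted p = 0.0129), lost without curcumin replicate 1, control replicate 1 or control replicate 2 (adjusted p = 0.0566, 0.120 and 0.0610, in that order). Over all genes, 5 postsynaptic, 4 vesicle and 1 antioxidant genes were higher, and 2 sterol, 2 heat shock and 2 astrocyte genes lower. Adjusted over the list alone, 7 postsynaptic genes were higher, 5 vesicle genes higher and 1 lower, 4 sterol genes lower, 1 antioxidant gene higher and 2 lower, 2 heat shock genes higher and 5 lower, and 1 astrocyte gene higher and 4 lower. None of these groups passed without curcumin replicate 1, at adjusted p = 0.222, 0.364, 0.0756, 0.312, 0.101 and 0.805 in the order given; antioxidant and astrocyte genes were also lost without control replicate 2 (0.0570 and 0.118). Astrocyte genes did not pass under quantile normalization of all arrays or within each tissue (adjusted p = 0.107 and 0.103), and vesicle genes not on the 8 arrays of the tissue or with the replicate number as a block (0.0509 and 0.0669). Vesicle, heat shock and astrocyte genes were each lost without the dimmest clusters (adjusted p = 0.0636, 0.0539 and 0.0558) and on the 4 arrays of the comparison (0.0877, 0.0584 and 0.0584). Without the members the paper names, the postsynaptic group did not pass (adjusted p = 0.274). The remaining 12-week lists on cortical arrays had adjusted p-values of 0.05 or more, apart from MHC class II.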

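Cd74 had the largest rise and Htr2a the largest fall among the genes of Table 1 when each was measured in its own tissue and duration. Of the 22 genes, 21 have a transcript cluster with their own symbol here, all but Unc5d, and 14 log2 fold changes were positive and 7 negative, from -1.52 to 2.44. A change of at least 1.5-fold was met by 19, all but Syt9 and Whrn, and for 20 both curcumin arrays lay beyond both control arrays. The exception in the second count is Syt9. In limma 7 genes passed, each of them in the cortex after 12 weeks: Htr2a, Nlgn2, Whrn, Srcin1, Cd74, Wee1 and Cav1. Shank3 and Tiam1 in that comparison, the 5 genes of the cortex after 6 weeks (0.59 to 0.92) and the 6 of the hippocampus after 12 weeks (2 positive, 4 negative) did not pass. These genes were picked by the paper for their fold changes in the same arrays, so neither their sizes nor the order of their arrays here is independent evidence.

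**Figure D1:**
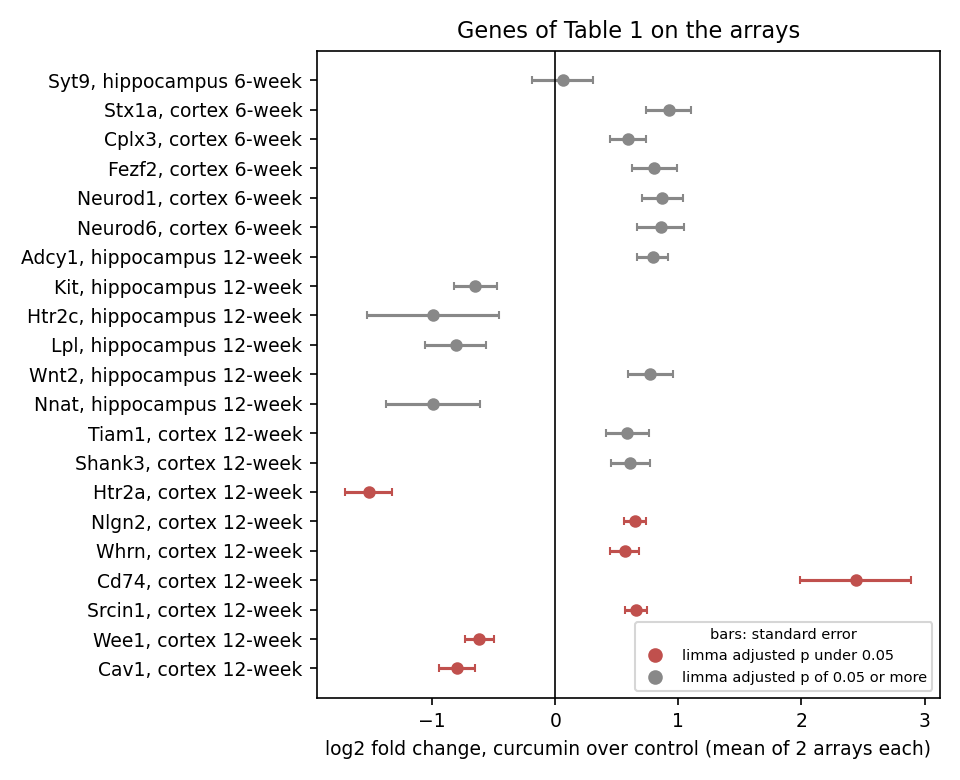
Log2 fold change (curcumin over control) with its standard error for the 21 genes of Table 1 with a cluster of their own, each in the tissue and duration the paper gives, 2 arrays per group.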

Some functional important genes are summarized in Table 1. The overall gene expression profiles as well as the expressions of individual genes for the cortex and hippocampus were drastically distinct between 6- and 12-week curcumin-treated animals (Table S1, S2, S3, S4). 

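In the cortex, the curcumin effect on Mob4, a kinase activator of the striatin complex, differed between 12 and 6 weeks by -0.94 (SE 0.081, adjusted p = 0.00131) on the log2 scale. The GABA receptor subunit gene Gabra3 differed by -1.17 (SE 0.16, adjusted p = 0.0142) and Nsmf, which signals from synapse to nucleus, by -0.80 (SE 0.11, adjusted p = 0.0137). Slc15a2 differed by -1.06 (SE 0.083, adjusted p = 8.0e-04), and Meg3 differed the other way, by 0.87 (SE 0.084, adjusted p = 0.00240), as did Wbp2, by 0.89 (SE 0.089, adjusted p = 0.00300). Nsmf itself rose after 6 weeks by 0.57 (SE 0.076, adjusted p = 0.0488), a call lost without curcumin replicate 1, curcumin replicate 2 or control replicate 2 (adjusted p = 0.0750, 0.128 and 0.321, in that order). Mob4 and Gabra3 were chosen here for their values. In all, limma found a different effect at the 2 durations for 402 cortical clusters (122 more positive and 280 more negative after 12 weeks). In the hippocampus it found 0, with 939 clusters at an unadjusted p under 0.05. Across genes, which are not independent replicates, the log2 fold changes at 6 and 12 weeks correlated at -0.047 in the cortex and 0.024 in the hippocampus. The cortical count was 62 without curcumin replicate 2 at 6 weeks, 1041 without control replicate 1 at 6 weeks, 17 without control replicate 2 at 6 weeks, 8 without curcumin replicate 2 at 12 weeks, 9 without control replicate 1 at 12 weeks and 164 without control replicate 2 at 12 weeks. The differences for Gabra3 and Nsmf did not pass without control replicate 2 at 6 weeks, or without curcumin replicate 2 or control replicate 1 at 12 weeks (adjusted p = 0.0586 to 0.0875).

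**Figure D2:**
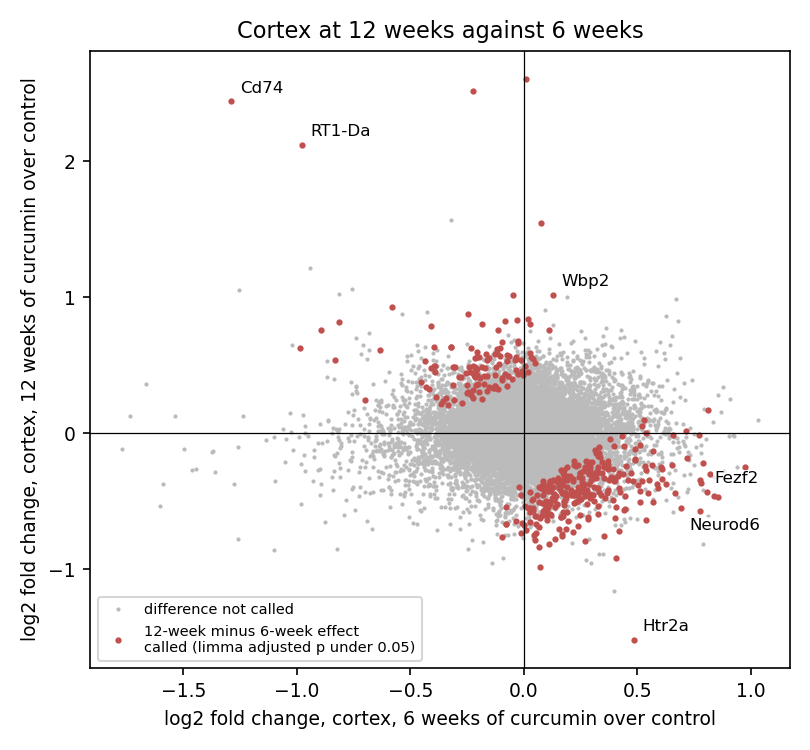
Log2 fold changes of all 27342 clusters in the cortex after 12 weeks against those after 6 weeks, 2 arrays per group. Marked are the 402 clusters whose effect differs between the durations in limma.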

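Nr4a2, a nuclear receptor of the immediate early genes, and Satb1, a chromatin organizer of cortical interneurons, had positive log2 fold changes past 1.5-fold in the cortex at both durations. Nr4a2 was at 0.67 and 0.98 after 6 and 12 weeks, Satb1 at 0.62 and 0.59 and Vwa3a at 0.68 and 0.83. Negative at both durations were the homeobox gene Meis2 (-1.10 and -0.85), the photoreceptor and bulb cadherin Cdhr1 (-1.26 and -0.78), the enkephalin precursor Penk (-0.82 and -0.85) and the glycerol phosphate dehydrogenase Gpd1 (-0.67 and -0.70). None of these 7 genes passed limma at either duration (lowest adjusted p = 0.0620, Meis2), and they were chosen after their values were seen. Over all clusters, 30 met the 1.5-fold rule at both durations: 13 in the same direction, where chance gives 1.42, and 17 in opposite directions, where chance gives 1.40. Chance here treats all clusters as independent and equally variable. Since both directions exceed it, the excess cannot be read as a shared effect. Of the limma calls 7 were shared, 5 of them in the same direction.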

Of them, only two genes (Table 2) showed the same up- or down-regulation in the cortex for the two curcumin treatment periods. Interestingly, there were three genes that showed similar changes in expression level (either increase or decrease) only in one treatment duration (6- or 12-week) and one tissue type (hippocampus or cortex). In addition, there were four other genes that changed commonly to both tissue types (hippocampus and cortex) or both treatment durations (6- and 12-week) but showed opposite regulation in their expression levels (Table 2). Collectively, our data suggested that the molecular compositions of gene expressions triggered by curcumin might relate to the tissue types and the treatment duration we used.

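Dnah12 (transcript cluster 10786235, chromosome 16, 1932776 to 2099391 in GRCr8), a motor protein gene of cilia, was at -0.51 (SE 0.23, adjusted p = 0.9999) in the hippocampus and -0.81 (SE 0.23, adjusted p = 0.183) in the cortex after 6 weeks, and neither value passed limma. Hydin (transcript cluster 10807965, chromosome 19, 55146382 to 55492660 in GRCr8), which builds the ciliary axoneme, was at -0.34 (SE 0.21, adjusted p = 0.579) in the cortex after 6 weeks and -0.079 (SE 0.21, adjusted p = 0.999) in the hippocampus after 12 weeks. Hemoglobin genes had negative values in both tissues after 6 weeks, Hbb at -0.73 and -1.27 in hippocampus and cortex, and Hbb-b1 at -0.87 and -1.60, without passing. The lipoxygenase gene Alox15 was at -0.83 and -1.36. After 12 weeks, Wfs1, an endoplasmic reticulum gene of CA1 and cortical neurons, was at 1.06 and 0.71 and the protease gene Htra4 at 0.65 and 0.78. Alox15, Wfs1 and Htra4 were named here after their values were seen. Both tissues met the 1.5-fold rule in 13 clusters after 6 weeks, 12 of them in the same direction (chance 0.207), and in 13 after 12 weeks, 7 in the same direction (chance 0.261). In opposite directions there were 1 (chance 0.204) and 6 (chance 0.260). Chance here treats all clusters as independent and equally variable, while Hbb, Hbb-b1 and Hba-a3 among the 12 are hemoglobin genes. The excess over chance thus cannot tell a shared effect from related or variable clusters.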

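RT1-Da (transcript cluster 10828344, chromosome 20, 4515393 to 4520387 in GRCr8), an MHC class II chain, was at -0.98 (SE 0.47, adjusted p = 0.453) in the cortex after 6 weeks and rose after 12 weeks by 2.12 (SE 0.47, adjusted p = 0.0373). The 12-week call was lost without curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.217, 0.174 and 0.167, in that order), and the rise ranged from 1.34 to 2.90 with 1 array left out. It was lost as well with a variance trend and robust estimation. The neurotensin gene Nts (transcript cluster 10902047, chromosome 7, 39451484 to 39460888 in GRCr8) was at 1.10 (SE 0.48) in the hippocampus and -1.02 (SE 0.48) in the cortex after 6 weeks, and the effects differed by -2.12 (SE 0.68, adjusted p = 0.667), which did not pass. Cpne7 (transcript cluster 10808603, chromosome 19, 68072165 to 68091197 in GRCr8), a calcium-dependent membrane binder, was at -1.20 (SE 0.25, adjusted p = 0.480) in the hippocampus and 0.69 (SE 0.25, adjusted p = 0.201) in the cortex after 12 weeks, a difference between tissues of 1.89 (SE 0.36, adjusted p = 0.0681). Slc38a4 (transcript cluster 10906626, chromosome 7, 130022039 to 130082169 in GRCr8), an amino acid transporter, was at 0.17 (SE 0.21, adjusted p = 0.9999) and -0.72 (SE 0.21, adjusted p = 0.772) in the hippocampus at 6 and 12 weeks, and the difference between durations was -0.88 (SE 0.30, adjusted p = 0.9999). Without control replicate 1 the 6-week value of Slc38a4 turned to -0.22. Of these 4 genes only RT1-Da differed between effects in limma, and that difference did not pass when any of 6 of the 8 cortical arrays was left out (adjusted p = 0.0853 to 0.162). It held without control replicate 1 at 6 weeks or curcumin replicate 1 at 12 weeks.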

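The paper proposes that the genes answering to curcumin depend on tissue and duration. In tests of the difference itself, Cldn12, a tight junction gene, and Npy2r, a receptor of neuropeptide Y, had effects that differed between tissues after 12 weeks. The difference, cortex minus hippocampus, was -0.75 (SE 0.10, adjusted p = 0.0247) for Cldn12 and 1.56 (SE 0.25, adjusted p = 0.0427) for Npy2r. Between tissues limma found 52 clusters after 12 weeks (32 more positive in the cortex) and 0 after 6 weeks, where 1498 clusters had an unadjusted p under 0.05. The 12-week count was 6 without curcumin replicate 1 of the hippocampus, 30 without curcumin replicate 2 of the hippocampus, 15 without curcumin replicate 1 of the cortex, 13 without curcumin replicate 2 of the cortex, 17 without control replicate 1 of the hippocampus, 5 without control replicate 2 of the hippocampus, 12 without control replicate 1 of the cortex and 13 without control replicate 2 of the cortex. The 6-week count was 2 without curcumin replicate 1 of the hippocampus, 1 without curcumin replicate 1 of the cortex and 140 without control replicate 1 of the cortex. The tissues were treated as independent, though they may come from the same pools of rats. Npy2r did not pass without any 1 of the 8 arrays at 12 weeks (adjusted p = 0.0742 to 0.168), and Cldn12 not without curcumin replicate 1, curcumin replicate 2, control replicate 1 or control replicate 2 of the hippocampus or curcumin replicate 1, control replicate 1 or control replicate 2 of the cortex (adjusted p = 0.0541 to 0.115).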

**Figure 4:**
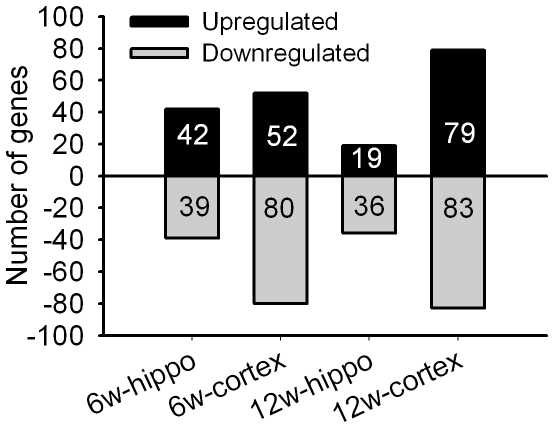
Numbers of up-regulated and down-regulated genes in the hippocampus and cortex after curcumin treatment. Number on the bar showed the number of genes whose expressions were up-regulated or down-regulated. 6 W: 6-week; 12 W:12-week.

**Figure 5:**
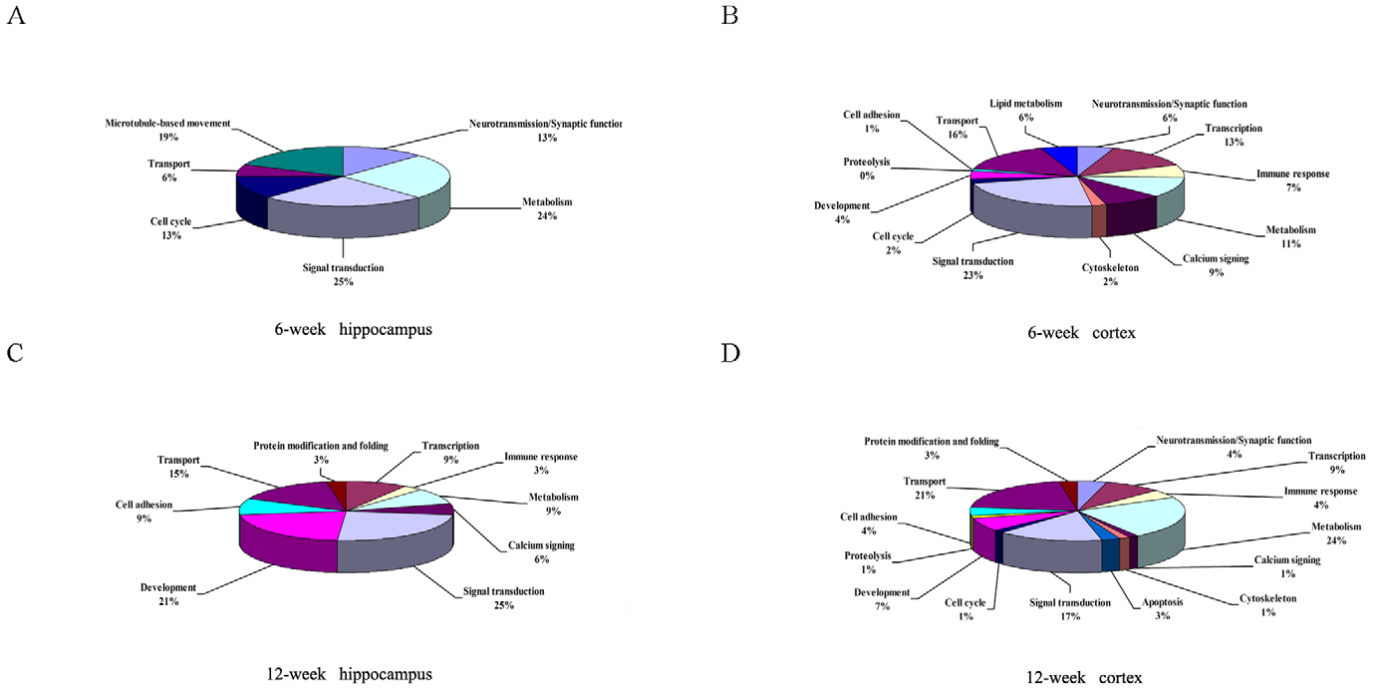
Functional categories of genes affected by curcumin. Percentages of genes whose expression levels are changed by curcumin were indicated.

**Table 1:** Representive genes that were differentially expressed in the hippocampus and cortex of the aged rats after curcumin treatment.

Tissue	Treatment duration	Functional classification	Gene	Accession number	Fold change
Hippocampus	6-week	Neurotransmission/Synaptic function	Syt9	NM_053324	1.58
Cortex			Stx1a	NM_053788	1.87
			Cplx3	NM_001109295	1.62
		Transcription	Fezf2	NM_001107251	1.85
			Neurod1	NM_019218	2.3
			Neurod6	NM_001109237	1.86
Hippocampus	12-week	Signal transduction	Adcy1	NM_001107239	1.76
			Kit	NM_022264	0.61
			Htr2c	NM_012765	0.52
		Metabolism	Lpl	NM_012598	0.51
		Development	Wnt2	ENSRNOT00000010427	1.90
			Nnat	NM_053601	0.53
Cortex		Signal transduction	Tiam1	ENSRNOT00000046486	1.61
			Unc5d	NM_001107319	1.87
			Shank3	NM_021676	1.59
			Htr2a	NM_017254	0.33
		Neurotransmission/			
Synaptic function	Nlgn2	NM_053992	1.76		
			Cip98	NM_181088	1.55
		Immune response	Cd74	NM_013069	7
		Cell adhesion	Snip	NM_019378	1.64
		Cell cycle	Wee1	NM_001012742	0.63
		Calcium signing	Cav1	NM_031556	0.55

**Table 2:** Comparison of gene expression regulation in the hippocampus and cortex of the aged rats between 6- and 12-week curcumin treatment groups.

Gene name	Accession number	Fold change			
		6-week treatment		12-week treatment	
		hippocampus	cortex	hippocampus	cortex
Ttc6	ENSRNOT00000032695		1.69		1.67
Bm259	ENSRNOT00000033008	0.53	0.44		
—	ENSRNOT00000033720		1.69		1.80
RGD1311744	ENSRNOT00000036054		0.66	0.51	
RT1-Da	NM_001008847		0.50		5.54
Nts	NM_001102381	1.87	0.34		
Cpne7	NM_001108454			0.40	1.68
Slc38a4	NM_130748	1.75		0.55	
Hydin	XM_226468		0.36	0.59	

To corroborate the expression profiling data from the exon array assay, a total of 18 genes from the hippocampus (12 genes from 6-week treatment group and 6 from 12-week group) were selected for quantitative real-time PCR analysis. The results showed that the trends of the changes of all 18 genes were similar to those observed in the microarray data (Figure 6).

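Agrn (10882273), which organizes acetylcholine receptors at synapses, rose on cortical arrays after 12 weeks by 0.62 (SE 0.070, adjusted p = 0.00279) and kept its call without any 1 of the 4 arrays, and in the hippocampus it was at -0.078 (SE 0.070). The orphan receptor gene Gpr22 was at 0.97 (SE 0.17) in the cortex after 6 weeks and 0.21 (SE 0.17) in the hippocampus. Chrna5, a nicotinic receptor subunit, was at 0.84 (SE 0.19) and 0.13 (SE 0.19), and the hormone precursor Trh at -1.66 (SE 0.45) and 0.075 (SE 0.45) in the same order. In the cortex Sv2c, a vesicle protein, was at -1.14 (SE 0.46), the matrix gene Sparc at -0.74 (SE 0.23), the lipid receptor gene S1pr5 at -0.69 (SE 0.32) and the synapse organizers Cbln1 and Cbln4 at -0.46 (SE 0.33) and -0.43 (SE 0.58). In the hippocampus, for which the paper's tables list them, Cbln1 and Cbln4 were at -0.44 (SE 0.33) and -1.01 (SE 0.58). None of these 6-week values passed limma, and that of Trh in the cortex ranged from -2.49 to -0.84 with 1 array left out. Cortical Gpr22 passed without the dimmest clusters and with a variance trend and robust estimation (adjusted p = 0.0466 and 0.0237). Without cortical control replicate 1 at 6 weeks, Gpr22, Chrna5 and Trh did (adjusted p = 0.00517, 0.0171 and 0.00669), and without control replicate 2, Cbln1 and Cbln4 turned to 0.0020 and 0.036. Both tissues are given, because the array values plotted in Figure 6 for most of its genes are those of the cortex in the paper's tables. Over the 12 genes of Figure 6 at 6 weeks, 4 were positive and 8 negative in the cortex, and 6 and 6 in the hippocampus. At 12 weeks, 6 genes gave 4 positive and 2 negative cortical values, all 6 past limma, and 2 and 4 in the hippocampus with none past it.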

**Figure 6:**
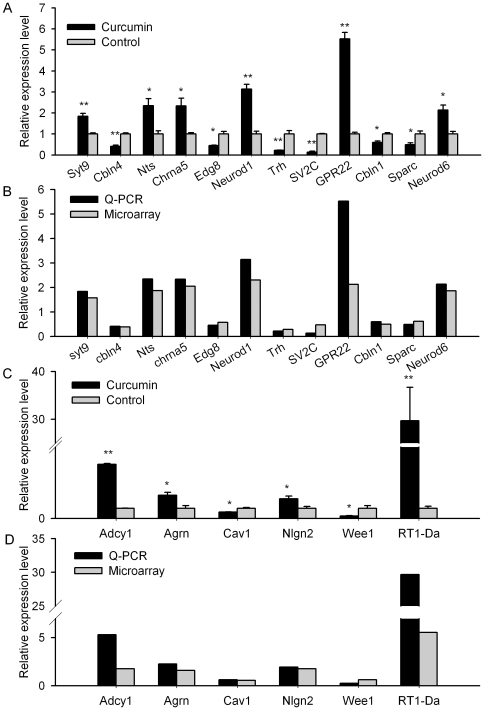
Relative expression levels of relevant genes in the hippocampus of the aged rats. A, B: after 6-week curcumin treatment; C, D: after 12-week curcumin treatment;. A, C: the results of real time PCR; B, D: the comparisons of the relative gene expressions compared to control rats between the results of quantitative PCR and microarray experiments. Student *t*-test, *P<0.05, **P<0.01 compared to control rats.

## Discussion

The present study demonstrates that prolonged treatment of curcumin enhanced hippocampal neurogenesis in the aged rats. Functional outcomes delivered by curcumin-induced newborn cells may link to a significantly improved cognition, as characterized by a series of behavioural tasks. The transcriptional responses in the cortex and hippocampus also suggest a beneficial role of prolonged treatment of curcumin in modulating neuronal networks that coordinate synaptic plasticity and cell growth.

### Curcumin improved non-spatial and spatial memory in the aged rats

Performance of the rats in behavioural tasks showed that curcumin did not influence the locomotor activity, induce anxiety or improve physical strength in aged rats (Supplementary data). To study cognitive behaviour, we used the social recognition test and Morris water maze test. The social recognition test is a non-spatial learning behavioural paradigm, which primarily employs the olfactory cortex. The discrimination between familiar and novel stimuli is used as an index of learning and memory [19]. Curcumin improved the recognition index after both 6- and 12-week treatment (Figure 2A–D). The results indicated that prolonged curcumin treatment improved the non-spatial memory in the aged rats. Spatial memory refers to the ability of the animal to learn the location of a hidden platform and thus requires hippocampus-based spatial memory [20]. There was a significant improvement in spatial memory after 12-week but not 6-week curcumin treatment (Figure 2E–H). There are a number of studies demonstrating that curcumin improved impaired cognitive function in various disease animal models, including chronically stressed rats [6], [17], diabetic rats [8], cerebral ischemic rats and Mongolian gerbils [21], [22], [23], and AD-like rats [5]. However, the animals in these studies had artificially induced disease conditions and were relatively young (at several months of age). A recently published study showed the effects of curcumin on cognitive improvement in aged healthy Wistar rats [10]. In this study, 18-month-old rats were given 75 mg/kg curcumin by gavage for 8 days, this treatment enhanced polysialated neural cell adhesion molecule (NCAM PSA) expression in the dentate gyrus and significantly improved spatial learning ability and spatial memory [10]. Our results were consistent with this study, but their treatment was much shorter and the curcumin dose was much larger compared to our study. Better spatial memory was only observed after 12-week treatment, suggesting that prolonged curcumin consumption of about 12 mg per day might prevent or slow down the decline of cognitive function with aging.

### Curcumin enhanced cell proliferation of dentate gyrus in the aged rats

It has been widely believed that new neurons arise from the proliferation of neural progenitor cells in the dentate gyrus of hippocampus or subventrical zone in adult animals. Once generated, the cells may undergo processes in terms of morphological and physiological maturation [15], experience-associated regulation [16], [24], [25], [26] and responsiveness to certain stimuli [27], [28], [29], [30]. During the first three weeks of the maturing process, the hippocampal newborn neurons may make specific contributions to brain cognitive functions [16]. In this study, we showed that 12-week, but not the 6-week, curcumin treatment led to enhanced neurogenesis in both the GCL/SGZ and hilus of the hippocampus (Figure 3), suggesting that at the given dosage of curcumin (12 mg per day), the generation of new neuronal cells may require an accumulated effect of the molecule over a prolonged period. Given the relationship between the strengthened memory function and enhanced neurogenesis, our data also suggest that, with specific dosages and treatment durations, curcumin-induced hippocampal cell proliferation may have more predominant effect on spatial memory over non-spatial memory. This is in accord with the specific functions of the hippocampus in mediating spatial memory formation [31]. It is supported also by a previous study, in which a correlation between hippocampal neurogenesis and spatial memory was observed in mice with varied genetic backgrounds [32]. It has often been observed that newborn neurons in the adult brain are initially allocated in the subventricular zone (SVZ) of the lateral ventricle and subgranular zone (SGZ) of the dentate gyrus of hippocampus. In the present study, however, the majority of BrdU-positive cells were found in the hilus, while fewer in the GCL/SGZ, of the dentate gyrus (Figure 3). The reason for the observation is unknown, and more refined studies following the growth, differentiation and migration of these cells and their integration into the circuitry of the adult hippocampus may give hints. Nevertheless, our results suggest a beneficial role of prolonged treatment of curcumin in improving learning and memory, and the underlying mechanism of this role by curcumin may lie on the promotion of neurogenesis in the dentate gyrus, particularily in aged animals. It has to be mentioned that the results from the present study still cannot clarify the functional importance of the curcumin-induced adult neurogenesis. More investigations are needed for exploring the functional developments of the adult hippocampal newborn neurons and their mechanistic relationship with curcumin action towards cognitive improvement.

### Curcumin induced gene expression changes in cortex and hippocampus of the aged rats

Although previous researches have demonstrated important functions of curcumin in cognitive performance [10], possibly via modulations of multiple signaling pathways in the brain [5], [6], [7], [10], [11], [12], [21], [33], there have been no systematic studies on the gene responses to the curcumin treatment in the brain. There have also been no studies on the functional changes of differentially expressed genes stimulated by curcumin in the adult neurogenesis. In this study, we simultaneously examined gene expression changes in the hippocampus and cortex of aged rats after 6- and 12-week curcumin treatment using the arrays containing 27342 rat genes and ESTs. The results showed that the overall profiles of curcumin-triggered gene expression were distinctive. Firstly, the amount of genes that were differentially expressed was larger in the cortex (132 and 162 genes in 6- and 12-week treatment, respectively) than in the hippocampus (81 and 55 genes in 6- and 12-week treatment, respectively) (Figure 4). 

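Plac8 (10771406), a gene of immune cells, rose in the cortex after 12 weeks by 1.56 (SE 0.32, adjusted p = 0.0267), Leng8 by 0.87 (SE 0.15, adjusted p = 0.0126), Cep295nl by 0.80 (SE 0.10, adjusted p = 0.00486) and the teneurin Tenm2, a synaptic adhesion gene, by 0.70 (SE 0.12, adjusted p = 0.0116). Psat1, an enzyme of serine synthesis, fell by 0.85 (SE 0.18, adjusted p = 0.0312), the actin bundler Pls3 by 0.84 (SE 0.11, adjusted p = 0.00486) and the kinase gene Stk17b by 0.82 (SE 0.13, adjusted p = 0.00773). After 6 weeks, cortical Mpped1 rose by 0.77 (SE 0.12, adjusted p = 0.0488), Sprn, which encodes a prion-like protein, by 0.71 (SE 0.10, adjusted p = 0.0488), Galnt9 by 0.70 (SE 0.11, adjusted p = 0.0488), the endocannabinoid hydrolase Faah by 0.66 (SE 0.092, adjusted p = 0.0488), Fam81a by 0.64 (SE 0.097, adjusted p = 0.0488) and the RNA binder Elavl4 by 0.54 (SE 0.081, adjusted p = 0.0488). By limma 885 clusters passed in the cortex after 12 weeks and 29 after 6 weeks, against 1 and 0 in the hippocampus. At an unadjusted p under 0.05 there were 4116, 3293, 1396 and 555 clusters in that order.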

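The 6 cortical calls at 6 weeks (Mpped1, Sprn, Galnt9, Faah, Fam81a and Elavl4) were lost without curcumin replicate 1, curcumin replicate 2 or control replicate 2 (adjusted p = 0.0731 to 0.327). At 12 weeks, Plac8 and Tenm2 were lost without curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.0686 to 0.140), Leng8 without curcumin replicate 2 or control replicate 1 (adjusted p = 0.0853 and 0.133, in that order), Cep295nl, Pls3 and Stk17b without control replicate 1 (adjusted p = 0.0556 to 0.0958), and Psat1 without any 1 of the 4 (0.0953 to 0.157). Under quantile normalization Elavl4, Fam81a and Sprn did not pass (adjusted p = 0.0560 to 0.0620), nor did Mpped1 when it was done within each tissue (0.0514). The rise of Plac8 ranged from 0.92 to 2.21 with 1 array left out. Without 1 array the total for the cortex after 12 weeks was 447 without curcumin replicate 1, 264 without curcumin replicate 2, 26 without control replicate 1 and 266 without control replicate 2, and that after 6 weeks 2 without curcumin replicate 1, 1 without curcumin replicate 2, 758 without control replicate 1 and 1 without control replicate 2. In the hippocampus it was 0 without any 1 of the 4 arrays at 12 weeks and 2 without curcumin replicate 1 at 6 weeks. Fitted on the 8 arrays of the tissue alone, the cortex had 22 calls after 12 weeks and 0 after 6 weeks, and on the 4 arrays of the comparison alone 2 and 0. With the replicate number as a block the cortex had 13 calls after 12 weeks and 0 after 6 weeks, so most single cortical calls are lost in these 3 fits. With the numbers crossed in the hippocampus at 12 weeks the block left 397 of the 12-week calls, and array weights left 878 of them but 0 calls after 6 weeks.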

Secondly, the numbers of up-regulated genes decreased in the hippocampus from the 6- (42 genes) to the 12-week treatments (19 genes) while increased in the cortex from 6- (52 genes) to the 12-week treatments (79 genes) (Figure 4). 

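Coro6, an actin regulator, rose in the cortex after 12 weeks by 0.72 (SE 0.16, adjusted p = 0.0386), but not without curcumin replicate 1, curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.0877, 0.204, 0.186 and 0.162, in that order). On hippocampal arrays no gene passed after 6 weeks, and among those with the largest positive moderated t, which is not the largest value, were Dennd2b, 0.42 (SE 0.12, adjusted p = 0.9999), the tubulin gene Tuba1a, 0.30 (SE 0.076, adjusted p = 0.9999), the chemokine receptor Ccr7, 0.24 (SE 0.071, adjusted p = 0.9999), and Eva1a, 0.23 (SE 0.069, adjusted p = 0.9999). After 12 weeks, chosen in the same way and not passing either, they included the release site gene Rimbp2, 0.45 (SE 0.077, adjusted p = 0.289), the tight junction gene Cldn12, 0.44 (SE 0.072, adjusted p = 0.228), and the DNA repair gene Fancd2, 0.41 (SE 0.076, adjusted p = 0.292). Clusters at least 1.5-fold higher numbered 16 and 30 in the hippocampus at 6 and 12 weeks, and 133 and 108 in the cortex. By limma they were 0 and 1, and 27 and 449. With 1 array left out, the 1.5-fold numbers ranged over 14 to 56 and 42 to 78 in the hippocampus and 92 to 369 and 114 to 244 in the cortex, and the cortical limma numbers over 1 to 452 and 13 to 254. The order of the 2 durations is thus not fixed by these arrays, and whether the numbers differ was not tested.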

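Cortical transcripts of Magt1, a magnesium transporter, fell after 12 weeks by 0.79 (SE 0.096, adjusted p = 0.00442), those of Ldah, a lipid droplet hydrolase, by 0.77 (SE 0.095, adjusted p = 0.00442), and those of Ankrd49 by 0.76 (SE 0.13, adjusted p = 0.0106). Magt1 and Ldah were lost without control replicate 1 (adjusted p = 0.0504 to 0.0548), and Ankrd49 without curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.0811, 0.108 and 0.0538, in that order). Lower in the cortex after 6 weeks without passing were the homeobox gene Dlx5, -0.97 (SE 0.18, adjusted p = 0.0693), Cdca7, -0.39 (SE 0.066, adjusted p = 0.0552), Fancd2osl1, -0.63 (SE 0.11, adjusted p = 0.0636), the chromatin gene Hmgn2, -0.43 (SE 0.082, adjusted p = 0.0733), and Ech1 of fatty acid oxidation, -0.43 (SE 0.077, adjusted p = 0.0636). Dlx5, Fancd2osl1 and Hmgn2 passed without control replicate 1 (adjusted p = 0.0160 to 0.0468), and Dlx5 and Fancd2osl1 also without the dimmest clusters (0.0466 and 0.0477) or with a variance trend and robust estimation (0.0328). Hippocampal values after 12 weeks included Npy2r, -1.41 (SE 0.18, adjusted p = 0.0638), Cimap1c, -0.75 (SE 0.12, adjusted p = 0.226), Susd2, -0.73 (SE 0.13, adjusted p = 0.292), the calcium binder Cib2, -0.60 (SE 0.096, adjusted p = 0.226), and Lsm11, -0.59 (SE 0.11, adjusted p = 0.292). After 6 weeks they were RT1-CE10 of MHC class I, -0.37 (SE 0.067, adjusted p = 0.9999), the kinase inhibitor Camk2n2, -0.39 (SE 0.086, adjusted p = 0.9999), Trpm1, -0.30 (SE 0.064, adjusted p = 0.9999), and Or56a3b, -0.31 (SE 0.079, adjusted p = 0.9999), and none of these hippocampal values passed. Npy2r, however, passed without the dimmest clusters (adjusted p = 0.0204), under quantile normalization of all arrays or within each tissue and with a variance trend and robust estimation (0.00710), but not when 1 array was left out. Clusters lowered to 0.66-fold or less numbered 17 and 33 in the hippocampus at 6 and 12 weeks, 208 and 118 in the cortex, and the falls called by limma were 0, 0, 2 and 436. With 1 array left out the first numbers ranged over 11 to 66 and 40 to 72 in the hippocampus and 186 to 432 and 177 to 235 in the cortex, and the cortical falls by limma over 0 to 306 and 13 to 193.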

The influence of the treatment duration on the numbers of down-regulated genes was less in either the hippocampus or the cortex (Figure 4). Thirdly, the individual genes that were differentially expressed and have similar or common functions in the neuronal network as documented were substantially varied according to treatment duration or tissue type (Figure 5, Table S1, S2, S3, S4). Figure 5 show the changes of the representative genes (unknown genes or genes with unknown function are not included in Figure 5). Fourthly, very few differentially expressed genes were influenced both by the treatment duration and tissue type (Table 1). 

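Averaged over both tissues and durations, 8 curcumin against 8 control arrays, Wbp2 rose by 0.29 (SE 0.031, adjusted p = 0.0206), the adenylyl cyclase gene Adcy1 rose by 0.49 (SE 0.063, adjusted p = 0.0471) and Rfk fell by 0.25 (SE 0.031, adjusted p = 0.0471). With 1 unnamed cluster they are the 4 clusters that limma called for the common effect (3 up), and 2478 had an unadjusted p under 0.05. This fit treated the tissues as independent, though they may come from the same pools of rats. With a random block for the pool, chosen after the data had been seen, limma called 2 clusters. The cortex after 12 weeks carries the averages of Wbp2 and Rfk: in the order hippocampus and cortex at 6 and then 12 weeks, Wbp2 was at 0.053, 0.13, -0.041 and 1.02, and Rfk at 0.0094, -0.097, -0.16 and -0.76. Exchanges of the diet labels within tissue and duration did not exclude chance for the total. The effect of Wbp2 was larger in the cortex than in the hippocampus after 12 weeks, by 1.06 (SE 0.089, adjusted p = 0.00151). For Rfk the same difference was -0.60 (SE 0.089, adjusted p = 0.0367), but it did not pass without any 1 of 7 of the 8 arrays at 12 weeks (adjusted p = 0.0782 to 0.166), while that of Wbp2 held without any 1 of the 8. Across genes, which are not independent replicates, log2 fold changes correlated between the tissues at 0.19 after 6 weeks and 0.026 after 12 weeks. Wbp2 lost its common call without 1 of 11 of the 16 arrays (adjusted p = 0.0527 to 0.114), Adcy1 without 1 of 13 (0.0789 to 0.173) and Rfk without 1 of 14 (0.0571 to 0.173). Rfk also lost it, and its difference between tissues, without the dimmest clusters (adjusted p = 0.0866 and 0.0532). The total was 92 without control replicate 1 of the cortex at 6 weeks and 1 to 5 without any other array.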

The results thus suggest that curcumin mediates divergent cognition-associated neuronal network activity in a treatment duration- and tissue-dependent manner.

One important finding of the present study, which comes with the functional analysis of the exon array data, is that the majority of those differentially regulated genes have biological and physiological implications in brain development and cognition functions (Figure 5), and some of them are particularly involved in neurogenesis. 

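Sema3c, a guidance cue of immature granule neurons, was at 0.41 (SE 0.16, adjusted p = 0.927) in the hippocampus after 12 weeks, and Sox11, a factor of newborn neurons, at 0.16 (SE 0.12, adjusted p = 0.999). Genes of neurogenesis and immature neurons did not pass as a group in any of the 4 comparisons. Their median in the hippocampus was -0.041 after 6 weeks (camera adjusted p = 0.489) and 0.13 after 12 weeks (0.0983), and in the cortex -0.097 (0.361) and -0.088 (0.733), with 13 genes measured, none of them past limma over all genes. Dividing cells were read from 24 cell cycle genes: medians -0.021 and -0.021 in the hippocampus and -0.041 and -0.028 in the cortex (adjusted p = 0.610, 0.650, 0.610 and 0.730). Fabp7, a fatty acid carrier of neural progenitors, was at -0.92 (SE 0.18, adjusted p = 0.0862) in the cortex after 6 weeks.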

The NeuroD1 gene, a member of the NeuroD subfamily, is downstream of Wnt signalling pathway and is important for the adult neurogenesis and survival of neuronal progenitors [34]. This gene was over-expressed in the cortex of the 6-week curcumin-treated rats (Table 2). 

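Neurod1 (transcript cluster 10846685, chromosome 3, 84766483 to 84770454 in GRCr8), a basic helix-loop-helix factor of maturing neurons, averaged 6.84 (SD 0.47) on the curcumin arrays against 5.97 (SD 0.019) on the control arrays of the cortex after 6 weeks, 2 arrays each. The difference of 0.87 (SE 0.17) did not pass limma (adjusted p = 0.0758), although both curcumin arrays lay above both control arrays. It passed without curcumin replicate 2 (adjusted p = 0.0260), without the dimmest clusters and with a variance trend and robust estimation. The effect at 12 weeks minus that at 6 weeks was -0.71 (SE 0.24, adjusted p = 0.171), which did not pass, and the 12-week value was 0.16 (SE 0.17). Hippocampal values were -0.029 (SE 0.17) and 0.14 (SE 0.17) at 6 and 12 weeks, the first turning to 0.0026 without control replicate 2.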

The NeuroD6 gene, the neurogenic bHLH (basic helix-loop-helix) transcription factor, has been previously shown to be involved in regulating neuronal differentiation and energy metabolism [35], and in promoting neuronal survival [36]. The cortical expression of this gene was also found to be up-regulated in this study after 6-week curcumin treatment (Table 2). Similarly, the cortical expression of the Fezf2 gene was increased by about two fold in the rats with 6-week curcumin treatment as compared with the control (Table 2), and the gene has been implicated in patterning as well as neurogenesis [37] and in deciding the fate of subcortical projection neurons [37], [38], [39]. 

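Neurod6 (transcript cluster 10862698, chromosome 4, 86176909 to 86180155 in GRCr8), a factor of excitatory cortical neurons, averaged 8.47 (SD 0.41) on the curcumin arrays against 7.61 (SD 0.25) on the control arrays in the cortex after 6 weeks. The difference was 0.86 (SE 0.19, adjusted p = 0.114 in limma), with the curcumin arrays above the control arrays, and it passed without control replicate 1 (adjusted p = 0.0418). After 12 weeks the cortical value was -0.47 (SE 0.19). The effects at the 2 durations differed by -1.32 (SE 0.27, adjusted p = 0.0423); this difference did not pass without curcumin replicate 2 or control replicate 2 at 6 weeks, or without any 1 of the 4 arrays at 12 weeks (adjusted p = 0.0603 to 0.182). In the hippocampus after 6 weeks it was at -0.024 (SE 0.19), and at 0.0086 without curcumin replicate 1.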

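Fezf2 (transcript cluster 10779423, chromosome 15, 15199045 to 15207982 in GRCr8), which specifies the layer 5 neurons that project below the cortex, averaged 8.09 (SD 0.084) on the curcumin arrays against 7.28 (SD 0.25) on the control arrays in the cortex after 6 weeks. The difference of 0.80 (SE 0.18) did not pass limma (adjusted p = 0.118) but did without control replicate 1 (adjusted p = 0.0402). After 12 weeks it was at -0.43 (SE 0.18); the effects differed by -1.23 (SE 0.26, adjusted p = 0.0448). With 1 array left out, that difference passed only without control replicate 1 at 6 weeks or curcumin replicate 1 at 12 weeks of the 8 cortical arrays (adjusted p = 0.0531 to 0.188 without each of the other 6). Under quantile normalization within each tissue it did not pass (adjusted p = 0.0505).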

Another group of genes altered by curcurmin, such as Wnt2, Nnat, Tiam1 and Unc5d, have diverse roles in neuron development. The Wnt2 gene has been shown to be involved in dendritic arborization and growth [40], [41] and also the adult neurogenesis [42]. In this study, the expression of this gene was up-regulated in the hippocampus of the aged rats after 12-week curcumin treatment (Table 2). 

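Wnt2 (transcript cluster 10861151, chromosome 4, 47294300 to 47340284 in GRCr8), a secreted ligand that shapes dendrites, averaged 7.78 (SD 0.066) on the curcumin arrays against 7.00 (SD 0.49) on the control arrays in the hippocampus after 12 weeks. The difference of 0.77 (SE 0.18) did not pass limma (adjusted p = 0.629), with both curcumin arrays above both control arrays. The imprinted gene Nnat (transcript cluster 10841637, chromosome 3, 166646373 to 166648845 in GRCr8), active in developing brain, was at -0.99 (SE 0.38, adjusted p = 0.924) there. Wnt signalling genes did not pass as a group in this comparison (median -0.034, 25 measured, camera adjusted p = 0.902), and Wnt2 was the 1 gene to pass when adjusted over the list alone.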

The Tiam1 gene, a Rac1-specific guanine exchange factor, is vital to neurite outgrowth [43] and required for dendritic spine morphogenesis [44]. The 12-week curcumin treatment led to cortical transcriptional activation of this gene (Table 2). These results suggest that the beneficial effects of curcumin in improving cognition of the aged rats might be related to enhancing the adult neurogenesis by the up-regulation of development-associated genes in the brain.

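Tiam1 (transcript cluster 10750144, chromosome 11, 42517527 to 42866280 in GRCr8), which activates Rac1 in growing spines, averaged 8.52 (SD 0.12) on the curcumin arrays against 7.94 (SD 0.048) on the control arrays in the cortex after 12 weeks. The difference was 0.59 (SE 0.18). It lay past 1.5-fold, with the 2 curcumin arrays above the 2 control arrays, but did not pass limma (adjusted p = 0.106). In the hippocampus at the same duration it was at 0.39 (SE 0.18), and the effects differed between tissues by 0.20 (SE 0.25, adjusted p = 0.889), which did not pass.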

It is interesting to note that several genes that have been shown to participate in neurotransmission and synaptic plasticity were altered in the aged rats after 6- or 12-week curcumin administration. For instance, the hippocampal expression of synaptotagmin IX (Syt9), a synaptic vesicle protein, was increased in the aged rats with 6-week curcumin treatment (Table 2). 

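Syt9 (transcript cluster 10709679, chromosome 1, 170687666 to 170868146 in GRCr8), a calcium sensor of vesicle fusion, averaged 5.99 (SD 0.024) on the curcumin arrays against 5.94 (SD 0.36) on the control arrays in the hippocampus after 6 weeks. The difference of 0.059 (SE 0.25, adjusted p = 0.9999 in limma) was short of 1.5-fold, and curcumin and control arrays overlapped. Without control replicate 1 it turned to -0.19. In the cortex after 6 weeks Syt9 was at -0.33 (SE 0.25). The whole group of vesicle release genes did not pass in this hippocampal comparison (median -0.065, camera adjusted p = 0.0609).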

The functional importance of Syt9 in memory and synaptic plasticity is currently not clear. However, previous studies have demonstrated that other synaptotagmin genes, such as Syt IV and Syt I, are highly associated with associative and spatial memory [45], [46], and long-term potentiation [45], [47]. Meanwhile, we found that expression levels of neurotransmission-associated genes, such as Cplx3 and Stx1a, were also up-regulated in the cortex after 6-week curcumin treatment (Table 2). It has been reported that complexins (Cplxs) facilitate neurotransmitter release at synapses [48], while the syntaxin 1A (Stx1a) gene, which is considered to be essential for synaptic vesicle exocytosis and closely related to synaptic plasticity and consolidation of fear memory [49], was also elevated by curcumin in cortex. 

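Stx1a (transcript cluster 10761227, chromosome 12, 27278517 to 27306547 in GRCr8), a SNARE protein of the presynaptic membrane, averaged 9.85 (SD 0.11) on the curcumin arrays against 8.93 (SD 0.13) on the control arrays in the cortex after 6 weeks, a difference of 0.92 (SE 0.18). Cplx3 (transcript cluster 10917776, chromosome 8, 66899438 to 66906200 in GRCr8), a complexin that clamps fusion and marks subplate-derived neurons, averaged 6.96 (SD 0.19) on the curcumin arrays against 6.37 (SD 0.19) on the control arrays, a difference of 0.59 (SE 0.15). Neither passed limma (adjusted p = 0.0844 and 0.144), while for both genes the 2 curcumin arrays lay above the 2 control arrays. Stx1a passed without control replicate 1 (adjusted p = 0.0456) and with a variance trend and robust estimation (0.0480). By 12 weeks the effect on Stx1a had changed by -0.94 (SE 0.26, adjusted p = 0.102) and that on Cplx3 by -0.32 (SE 0.21, adjusted p = 0.560), and neither difference passed.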

There are several genes with documented functions in synaptic transmission and memory formation that were strikingly regulated by 12-week curcumin treatment. These include Adcyl, Kit, and LPL in the hippocampus and Shank3, Cip98, Snip, and Nlgn2 in the cortex (Table 2). 

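Nlgn2 (transcript cluster 10744245, chromosome 10, 55042175 to 55056578 in GRCr8), the neuroligin of inhibitory synapses, rose in the cortex after 12 weeks by 0.65 (SE 0.086, adjusted p = 0.00537), and Srcin1 (transcript cluster 10746721, chromosome 10, 82999295 to 83066359 in GRCr8), the paper's Snip and a regulator of Src at spines, rose by 0.66 (SE 0.090, adjusted p = 0.00576). Both calls were lost without control replicate 1 (adjusted p = 0.0619). Whrn (transcript cluster 10877507, chromosome 5, 81843820 to 81933400 in GRCr8), the paper's Cip98 and a PDZ scaffold, rose by 0.56 (SE 0.12, adjusted p = 0.0295), less than 1.5-fold and not without curcumin replicate 1, curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.109, 0.114, 0.235 and 0.0607, in that order). The scaffold gene Shank3 (transcript cluster 10898622, chromosome 7, 122448323 to 122518623 in GRCr8) was at 0.61 (SE 0.16, adjusted p = 0.0645), which passed without the dimmest clusters, under both quantile normalizations, with a variance trend and robust estimation and with array weights (adjusted p = 0.0391 to 0.0448), but not when 1 array was left out. Nlgn2 rose more in cortex than in hippocampus by 0.73 (SE 0.12, adjusted p = 0.0472), which did not pass without any 1 of the 8 arrays at 12 weeks (adjusted p = 0.0855 to 0.187), nor without the dimmest clusters (0.0532) or under quantile normalization of all arrays or within each tissue. In the hippocampus it was at -0.084 (SE 0.086). In the hippocampus Kit (transcript cluster 10776437, chromosome 14, 32901615 to 32978895 in GRCr8), a receptor kinase, was at -0.65 (SE 0.17, adjusted p = 0.738) and Lpl (transcript cluster 10791250, chromosome 16, 25596205 to 25621928 in GRCr8), which hydrolyses triglycerides, at -0.81 (SE 0.25, adjusted p = 0.801), and neither passed limma.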

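Adcy1 (transcript cluster 10774120, chromosome 14, 86125119 to 86234459 in GRCr8), which makes cyclic AMP in answer to calcium, averaged 10.11 (SD 0.025) on the curcumin arrays against 9.32 (SD 0.15) on the control arrays in the hippocampus after 12 weeks, and 10.07 (SD 0.17) against 9.46 (SD 0.17) in the cortex. The hippocampal difference of 0.79 (SE 0.13) did not pass limma (adjusted p = 0.226), and the curcumin arrays lay above the control arrays. The cortical rise of 0.60 (SE 0.13, adjusted p = 0.0273) passed, but not without curcumin replicate 1, curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.134, 0.0526, 0.0875 and 0.166, in that order). The 2 effects differed by -0.19 (SE 0.18, adjusted p = 0.834), which did not pass. With a variance trend and robust estimation the hippocampal value passed (adjusted p = 0.0465). At 6 weeks Adcy1 was at -0.00054 (SE 0.13) in the hippocampus and 0.58 (SE 0.13, adjusted p = 0.105) in the cortex.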

Adenylyl cyclase I (Adcy1), which was up-regulated in the hippocampus after the curcumin treatment (Table 2), has been implicated in recognition memory formation [21] and maintenance of remote contextual fear memory [50], and a reduction of its expression level in the hippocampus might greatly contribute to age-related defects in spatial memory [51]. Moreover, converging evidence showed that the administration of Htr2c/Htr2a agonists led to short-term memory and long-term memory impairment [52]. It is interesting to note that 12-week curcumin treatment strongly reduced the expression levels of these two serotonin receptors in the hippocampus (Htr2c) and cortex (Htr2a) of the aged rats, respectively (Table 2). Collectively, these data indicate that the curcumin-induced changes in expression of these neurotransmission-related genes in hippocampus or cortex may greatly contribute to the improvement of cognition in the aged rats.

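Htr2a (transcript cluster 10781467, chromosome 15, 56360647 to 56428703 in GRCr8), a serotonin receptor coupled to calcium release, fell in the cortex after 12 weeks by 1.52 (SE 0.19, adjusted p = 0.00453), from 8.56 (SD 0.057) on the control arrays to 7.05 (SD 0.17). The call was lost without control replicate 1 (adjusted p = 0.0556). After 6 weeks it was at 0.49 (SE 0.19), and the effects at the 2 durations differed by -2.00 (SE 0.27, adjusted p = 0.0137), a difference lost without control replicate 2 of the cortex at 6 weeks or curcumin replicate 2 or control replicate 1 of the cortex at 12 weeks (adjusted p = 0.0580, 0.0570 and 0.0875, in that order). Htr2c (transcript cluster 10937302, chromosome X, 115453190 to 115682325 in GRCr8), its relative, averaged 8.71 (SD 0.65) on the curcumin arrays against 9.70 (SD 0.28) on the control arrays in the hippocampus after 12 weeks: -0.99 (SE 0.54, adjusted p = 0.999), which did not pass limma. Among 14 genes of serotonin receptors, Htr5a also fell in the cortex after 12 weeks, by 0.28 (SE 0.056, adjusted p = 0.0241), a call lost without curcumin replicate 1, curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.0972, 0.0913, 0.206 and 0.0648, in that order) and with a variance trend and robust estimation (0.115). As a group they did not pass there (median -0.063, camera adjusted p = 0.182) or in the hippocampus (median -0.052, 0.579).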

Alzheimer's disease (AD) is a chronic neurodegenerative disease that is characterized by progressive memory loss. 

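Mapt, which encodes the tau protein of neurofibrillary tangles, rose in the cortex after 12 weeks by 0.33 (SE 0.061, adjusted p = 0.0177), while Clu, a secreted chaperone and risk gene, was at -0.24 (SE 0.062, adjusted p = 0.0626). A list of 22 genes of Alzheimer disease has 17 measured members, of which Mapt was the 1 to pass limma. As a group they did not pass in the cortex after 12 weeks (median -0.099, 7 positive and 10 negative, camera adjusted p = 0.80) or in the hippocampus (median 0.029, adjusted p = 0.268). None of the 22 is named in the paper's tables, and Cd74, Wee1 and Cav1, which the paper names for the disease, each passed limma in that comparison. What share of all altered genes has a part in the disease was not computed here. The call of Mapt was lost without curcumin replicate 1, curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.0873, 0.0654, 0.166 and 0.0607, in that order).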

Perhaps the most noticeable feature of the gene profiles in the rats with 12-week curcumin treatment is that the genes that have previously been indicated to participate in AD neurodegenerative processes occupied a major percentage of the total genes altered. For example, previous studies showed that CD74, the invariant chain of class II major histocompatibility complex, might be essential for AD degeneration, and also interacts with amyloid precursor protein (APP) and inhibits beta amyloid production [53]. 

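Cd74 (transcript cluster 10802013, chromosome 18, 56527071 to 56536406 in GRCr8), the invariant chain that guides MHC class II molecules, rose in the cortex after 12 weeks by 2.44 (SE 0.45, adjusted p = 0.0174), which is 5.44-fold. The curcumin arrays stood at 9.13 and 10.67 on the log2 scale, the control arrays at 7.34 and 7.57. The call was lost without curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.0893, 0.147 and 0.0719, in that order), and the rise ranged from 1.67 to 3.21 with 1 array left out. The class II chain RT1-Ba (10828351) rose by 0.93 (SE 0.19, adjusted p = 0.0274), lost without curcumin replicate 1, curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.0671, 0.161, 0.181 and 0.109, in that order), and RT1-Db1 rose by 0.46 (SE 0.071, adjusted p = 0.00773), lost without curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.0548, 0.0793 and 0.0538, in that order). MHC class II genes were higher as a group (10 measured, median 0.26, camera adjusted p = 9.8e-05, and adjusted p = 0.307 with an estimated correlation), with 4 higher and 0 lower over all genes, 5 and 0 when adjusted over the list alone. The list was written after reading the paper's tables, and without the 4 genes they name, the group did not pass (adjusted p = 0.274). After 6 weeks the same genes were lower (median -0.12, camera adjusted p = 0.0408, and adjusted p = 0.634 with an estimated correlation), not passing without curcumin replicate 1, curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.110, 0.126, 0.133 and 0.0751, in that order), nor without the members the paper names (adjusted p = 0.516), nor under quantile normalization of all arrays or within each tissue (0.0940 and 0.0961). Cd74 was then at -1.29 (SE 0.45), and the effects at the 2 durations differed by 3.73 (SE 0.64, adjusted p = 0.0256), lost when any of 6 of the 8 cortical arrays was left out (adjusted p = 0.0532 to 0.126), but not without control replicate 1 at 6 weeks or curcumin replicate 1 at 12 weeks. On the same 12-week arrays microglia genes had a median of 0.084 (10 of 15 positive, camera adjusted p = 0.643).

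**Figure D3:**
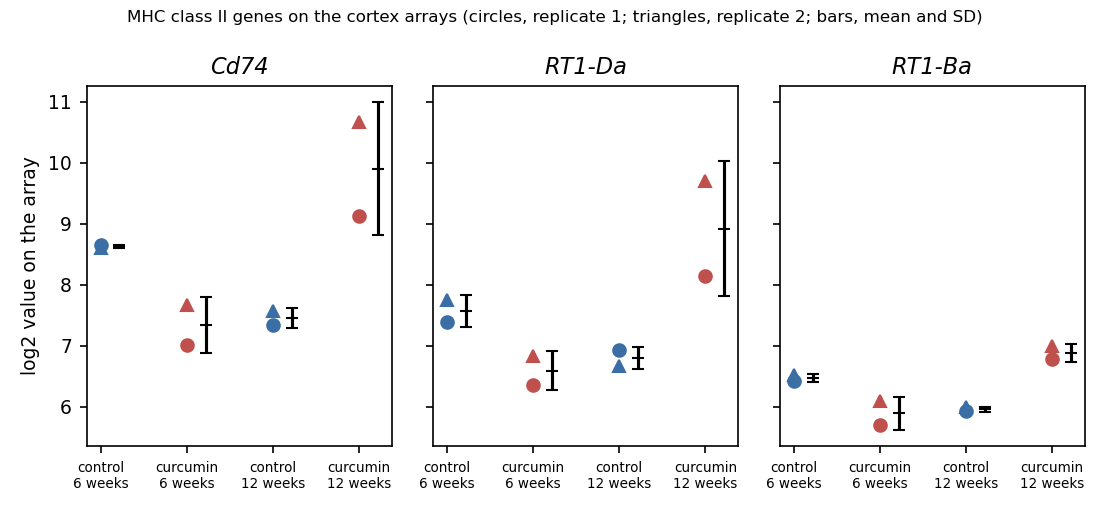
Log2 values of MHC class II genes on single cortical arrays, curcumin and control at 6 and 12 weeks, 2 arrays per group. For Cd74 after 12 weeks the 2 curcumin arrays lie above the 2 control arrays.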

Interestingly, we observed that expression of CD74 significantly increased by about seven fold in the cortex of rats with 12-week curcumin treatment (Table 2). We also noticed that tyrosine kinase Wee1, which has been reported being a mitotic regulator and can be altered in AD [54], was down-regulated in the cortex of the aged rats after 12-week curcumin treatment (Table 2). 

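Wee1 (transcript cluster 10709844, chromosome 1, 173605609 to 173632450 in GRCr8), a kinase that holds cells before mitosis, fell in the cortex after 12 weeks by 0.62 (SE 0.12, adjusted p = 0.0194), from 7.85 (SD 0.010) on 2 control arrays to 7.24 (SD 0.019) on 2 curcumin arrays. The call was lost without curcumin replicate 1, curcumin replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.0817, 0.0893, 0.140 and 0.0961, in that order), while the value stayed between -0.63 and -0.60. In the hippocampus at 12 weeks Wee1 was at -0.072 (SE 0.12), and 0.0058 without control replicate 2, and the effects of the 2 tissues differed by -0.55 (SE 0.17, adjusted p = 0.219), which did not pass.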

Recent studies revealed that dysregulation of cholesterol homeostasis in AD might be due to the increased expression of Cav1 gene leading to alterations of cholesterol distribution in the AD brain [55]. It has also been shown that Cav1 is involved in spatial memory formation and synaptic plasticity [56], [57], and especially plays a role in age-related working memory decline [58]. 

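Cav1 (transcript cluster 10853816, chromosome 4, 46606538 to 46639616 in GRCr8), the scaffold of caveolae in endothelial and glial membranes, fell in the cortex after 12 weeks by 0.80 (SE 0.15, adjusted p = 0.0173), from 7.82 (SD 0.15) to 7.02 (SD 0.36), 2 arrays per group. The call was lost without curcumin replicate 1, control replicate 1 or control replicate 2 (adjusted p = 0.0685, 0.160 and 0.0501, in that order). At 6 weeks cortical Cav1 was at -0.18 (SE 0.15) and the effects at the 2 durations differed by -0.62 (SE 0.21, adjusted p = 0.176), which did not pass. The hippocampal value at 12 weeks was -0.12 (SE 0.15), and 0.036 without control replicate 2.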

Consistent with these notions, our data may also suggest a link of the curcumin-induced changes in cortical Cav1 expression to the curcumin-enhanced cognitive function.

In conclusion, the present study demonstrates that curcumin could significantly improve the cognitive function of aged rats. The prolonged treatment of curcumin appears to markedly promote the adult neurogenesis in the dentate gyrus. The unique profiles of the gene expression in both the hippocampus and the cortex induced by 6- and 12-week curcumin treatments were also identified. The biological and physiological function analysis revealed that these genes are important for neuron development/neurogenesis, neurotransmission, synaptic plasticity and memory formation. Taking the above together, our results suggest that prolonged treatment of curcumin might act as a mechanistic mediator governing the adult neurogenesis towards the enhancement of learning and memory. Furthermore, there appeared a transcriptional network interaction in the brain in response to the curcumin treatment, which may also implicate underlying mechanisms of cognitive preservation during aging.

## Materials and Methods

### Ethics statement

All animal experiments described in this study have been conducted according to Animals Act, 2006 (China) and approved by the Institutional Animal Care and Use Committee (IACUC approval ID #M08022) of the East China Normal University

### Animals and treatments

Aged male Sprague-Dawley (SD) rats were purchased from Shanghai SIPPR-BK Laboratory Animal Company, and housed on a 12/12-hr light/dark schedule (lights on at 7:00 AM) in plexiglas cages (two rats per cage) under constant temperature and humidity with *ad libitum* access to rat chow and water. The experimental design is illustrated in Figure 1. Rats were 15-month olds when experimental manipulations began; they were allowed to acclimatize for 2 weeks prior to curcumin treatment. For both short-term and long-term treatments, rats were divided into two groups at random: curcumin and control groups. Curcumin-treated rats received the pelleted curcumin-containing chow ad libitum for 6 weeks (short-term) or 12 weeks (long-term) before they were killed. Curcumin-containing chow was made by mixing curcumin (Sanjivani Phytopharma Pvt. Ltd, India) and standard laboratory chow mix (in powder form), forming a feed with a curcumin concentration of 480 mg/kg. Data from previous studies have shown that rats consume about 25 g chow/day. Thus, the expected daily dosage of curcumin was 12 mg per rat. Control rats received standard laboratory chow during the same period.

### Open field test

Each rat was placed in the center of an opaque plexiglas cage (450×450×400 mm) equipped with the photobeam sensor rings to monitor the locomotor activity of the rat. The rat was allowed to explore the environment for 5 min in the opaque plexiglas cage. Total distance and time travelled by individual at the margin of the cage were measured using a Tru-scan DigBahv-locomotion Activity Analysis System (Coulbourn instrument, USA).

### Rota rod test

The experiment consisted of two phases: a habituation phase and test phase. Habituation was conducted in two days. During the habituation phase, each rat was allowed to stay on the rota rod ( a constantly accelerating rate of 1.5 RPM) for 5 min, facing away from the experimenter. On the test day, rats were individually placed on the rota rod just like the habituation phase. However, each rat had only one chance to finish the task while a constant acceleration was applied to 2 RPM. Latency of each rat to fall from the rota rod was recorded.

### Social recognition test

Rats were brought to the testing room an hour before the first trial. And the housing partner of the rat being tested was removed from the home cage for the duration of the trial. A juvenile rat was introduced to the home cage of the rat being tested and the entire session was videotaped. The length of time spent on sniffing, climbing, grooming or closely following the juvenile was measured during the first trial of three minutes (Exposure 1, E1), after which the juvenile was removed from the home cage of the test rat.

After an inter-trial interval of 30 min, the second trial (Exposure 2, E2) began. The same juvenile from the previous trial and a novel juvenile were introduced to the home cage of the test rat for three min. During the three min, exploration (sniffing, grooming, climbing or closely following) of each juvenile was recorded. The recognition index was calculated as a ratio of the amount of time a rat explored the novel juvenile over the total amount of time the rat explored both juveniles: Investigation index = E2_(novel)_/(E2_(familiar)_+E2_(novel)_).

### Water maze test

The spatial memory function was measured with a hidden-platform water maze. A circular tank 150 cm in diameter and 50 cm in height was filled to a depth of 30 cm with water maintained at 22±1°C, and made opaque by nontoxic black paint. The surface area of the tank was divided into four equal quadrants. An escape platform (15 cm in diameter and 29 cm high) was placed in one of the four quadrants submerged 1 cm below the water surface (25 cm away from the side wall). The tank was surrounded by a black curtain, and was dimly lit. Conditions were kept constant throughout the training and test sessions. In the training session, the rats were gently released into the water, always facing the tank wall. The platform was kept in the same (target) quadrant during the entire training course of the experiment. The rats were trained to find the hidden platform using distal cues available on the curtain (four trials per day). Each trial had a different starting position. Once they found the platform, the rats were permitted to remain on it for 20 s. If the rats did not find the platform within 60 s, they were guided to the platform and also allowed to stay on it for 20 s. Then they were taken out, dried and placed back to the home cage. During each trial session, the time used to reach the hidden platform (escape latency) was recorded. Twenty four hours after the last training day, a probe test was performed to assess memory. During the probe test, the platform was removed from the tank, and the rats were allowed to swim freely. The time rats spent in each quadrant and the swim path were recorded.

### BrdU labelling

Ten days before the end of the treatment period, the curcumin-treated rats and their controls were given BrdU (10 mg/ml freshly prepared in sterile 0.9% NaCl) at a dosage of 75 mg BrdU/kg body weight (one i.p. administration daily for ten days).

### Tissue preparation

Two hour after the final BrdU injection, the rats were deeply anaesthetized with injected pentobarbital (50 mg/kg body weight), and transcardially perfused with 0.9% NaCl solution followed by 4% paraformaldehyde (PFA) in 0.1 M phosphate-buffered saline (PBS). The brains were removed and immediately fixed in 4% PFA-PBS for 2 h, then were immersed in 20% and 30% sucrose-PBS. Subsequently, a total of 80 coronal sections (30 µm in thickness) from each rat were cut by freezing microtome (Leica, Germany). The sections between the anterior landmark where the infrapyrmidal and suprapyramidal blade of the dentate gyrus granule cell layer have formed (about −2.30 mm from Bregama) and the posterior landmark where the dorsal dentate gyrus connects to its ventral part (about −4.80 mm from Bregama) were mounted on microscope slides and stored at −80°C until use.

### Immunohistology

For detection of new-born cells, BrdU immunohistology was performed as previously described [59]. Briefly, slides were incubated with 3% H_2_O_2_ and were rinsed in 0.1 M PBS (pH 7.4) with 0.1% Triton for 5 min. Antigen retrieval was done by keeping the sections in 10 mM sodium citrate buffer (pH 6) at 92–98°C for 20 min. After cooling for 20 min, the sections were rinsed with PBS, and treated with blocking solution (5% goat serum, 3% Triton, 3% BSA in 0.1 M PBS) for 1 h at room temperature and incubated with the BrdU primary antibody (Millipore, 1∶5000 in 0.1 M PBS with 1% BSA) overnight at 4°C. After rinsing consecutively in 0.1 M PBST, sections were incubated with biotinylated goat anti-mouse secondary antibody (1∶150) at 37°C for 30 min. The sections were then thoroughly washed in 0.1 M PBST, and incubated with HRP-labelled streptavidin (1∶150) for 30 min at 37°C. After washing in 0.1 M PBST for 6×5 min, the sections were stained with DAB (1∶20) for 1∼3 min. The slides were rinsed with tap water and counterstained by hematoxylin. The slides were dehydrated, cleared in xylene and mounted with vegetable glue.

### BrdU^+^ cell counting and statistics

The immunostained slices were examined with Nikon microscopy. A cell was thought to be BrdU positive only when it was stained by both hematoxylin and DAB. BrdU-positive cells on every fifth unilateral section through the whole dentate gyrus or subgranular zone (SGZ) were counted at ×400 magnification. Each dentate gyrus was divided into two regions: GCL (granule cell layer)/SGZ and hilus. The cell counting was performed by two different individuals who were blind to the treatment conditions, using the image tool software (Nikon NIS-Elements, USA). The average number of BrdU-labeled cells of the GCL/SGZ or hilus from each slice was multiplied by 80 (there were 80 slices from each rat) to estimate the total number of BrdU-positive cells throughout the dentate gyrus per animal.

### Exon array analysis

The rats (n = 6 per group) were decapitated rapidly and the cortices and hippocampi were dissected. The left and right hippocampus and cortices from each rat were taken apart, and stored at −70°C before use. Half of the hippocampi and cortices from each rat were used for RNA extraction. The hippocampi and cortices of every three rats from one group were pooled together, respectively. Total RNA was extracted using Trizol reagent (Invitrogen, USA) according to the manufacturer's instructions. The RNAs were subsequently purified by QIGEN RNeasy Mini kit. The quantity was determined on a RNA 6000 Nano Labchip using 2100 bioanalyzer (Agilent technologies). Total RNA was used for cDNA synthesis. In vitro transcription was carried out to synthesize cRNA and sense-strand cDNA was synthesized by the reverse transcription using Ambion® WT Expression Kit according to the manufacturer's instructions. Then, single-stranded cDNAs were enzymatically fragmented and labeled using the Affymetrix® GeneChip® WT Terminal Labeling Kit following the manufacturer's instructions. The labeled cDNA was hybridizated to Affymetrix Rat Exon 1.0 ST Array using GeneChip® WT Hybridization, Wash and Stain Kit following the manufacturer's instructions. The hybridization reaction was carried out in hybridization oven 645 (Affymetrix, USA) for 16 h at 45°C at rotation of 60 rpm. After the hybridization and washing, slides were scanned by GeneChip® Scanner 3000 and Command Console Software with default settings. The primary data were generated by Expression Console Software and raw data were normalized by RMA algorithm, Gene Spring Software (Agilent technologies, USA). To identify differential expression genes responding to curcumin treatment, we used fold change method (1.5 fold as a cutoff value). Genes with expression fold changes of ≥1.5 or ≤0.66 were thought to be significantly disturbed genes responsive to curcumin treatment and were extracted for further functional classification analysis. To ensure the reliability of the data, we conducted hybridization experiments in duplicate microarrays from each RNA sample. All data is MIAME compliant and that the raw data has been deposited in GEO database (GSE33137).

### Real time PCR

To validate the microarray results, a series of real time quantitative PCR assays on a group of differentially expressed genes selected from the microarray data were performed. The rationale for choosing these genes was mainly basing on their documented functions in synaptic transmission, learning and memory, and neurogenesis. Total RNA was extracted from the other half of the frozen cortex and hippocampus from each rat using Trizol (Invitrogen, USA). These RNA samples were used to generate cDNA using M-MLV Reverse Transcriptase (Invitrogen, USA). The cDNA samples were used as templates for SYBR Green qPCR using Opticon 2 (MJ research, USA). The primer pairs (Table S5) for the genes were designed using PrimerExpress software and synthesized by Invitrogen (Shanghai, China). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as endogenous reference. Gene expression level was calculated as 2^−ΔΔCt^ values.

### Statistical analysis

Differences among groups were analyzed using two-tailed *t*-tests or Mann-Whitney U test with the help of the statistical software SPSS. Data were presented as mean ± SEM. Statistical significance was accepted as P<0.05.

## Supporting Information

Figure S1 No effects of curcumin on margin time and margin distance in open field test in the rats with 6-week (A) or 12-week (B) curcumin treatment. Mean ± SEM. There were 15 rats in each group. P.>0.05.
(DOC) Click here for additional data file.

Figure S2 No effects of curcumin on fall time in rota rod test in the rats with 6-week (A) or 12-week (B) curcumin treatment. Mean ± SEM. There are 15 rats in each group. P>0.05.
(DOC) Click here for additional data file.

Table S1 Differentially expressed genes in the hippocampus of the aged rats after 6-week curcumin treatment.
(DOC) Click here for additional data file.

Table S2 Differentially expressed genes in the cortex of the aged rats after 6-week curcumin treatment.
(DOC) Click here for additional data file.

Table S3 Differentially expressed genes in the hippocampus of the aged rats after 12-week curcumin treatment.
(DOC) Click here for additional data file.

Table S4 Differentially expressed genes in the cortex of the aged rats after 12-week curcumin treatment.
(DOC) Click here for additional data file.

Table S5 Primers used in the Real-Time quantitative PCR experiments.
(DOC) Click here for additional data file.

# Supplementary material for: Curcumin Enhances Neurogenesis and Cognition in Aged Rats: Implications for Transcriptional Interactions Related to Growth and Synaptic Plasticity
**Source:** PLoS One. 2012 Feb 16;7(2):e31211. doi: 10.1371/journal.pone.0031211
**Supplement:** Figure S1 — No effects of curcumin on margin time and margin distance in open field test in the rats with 6-week (A) or 12-week (B) curcumin treatment. Mean ± SEM. There were 15 rats in each group. P.>0.05.

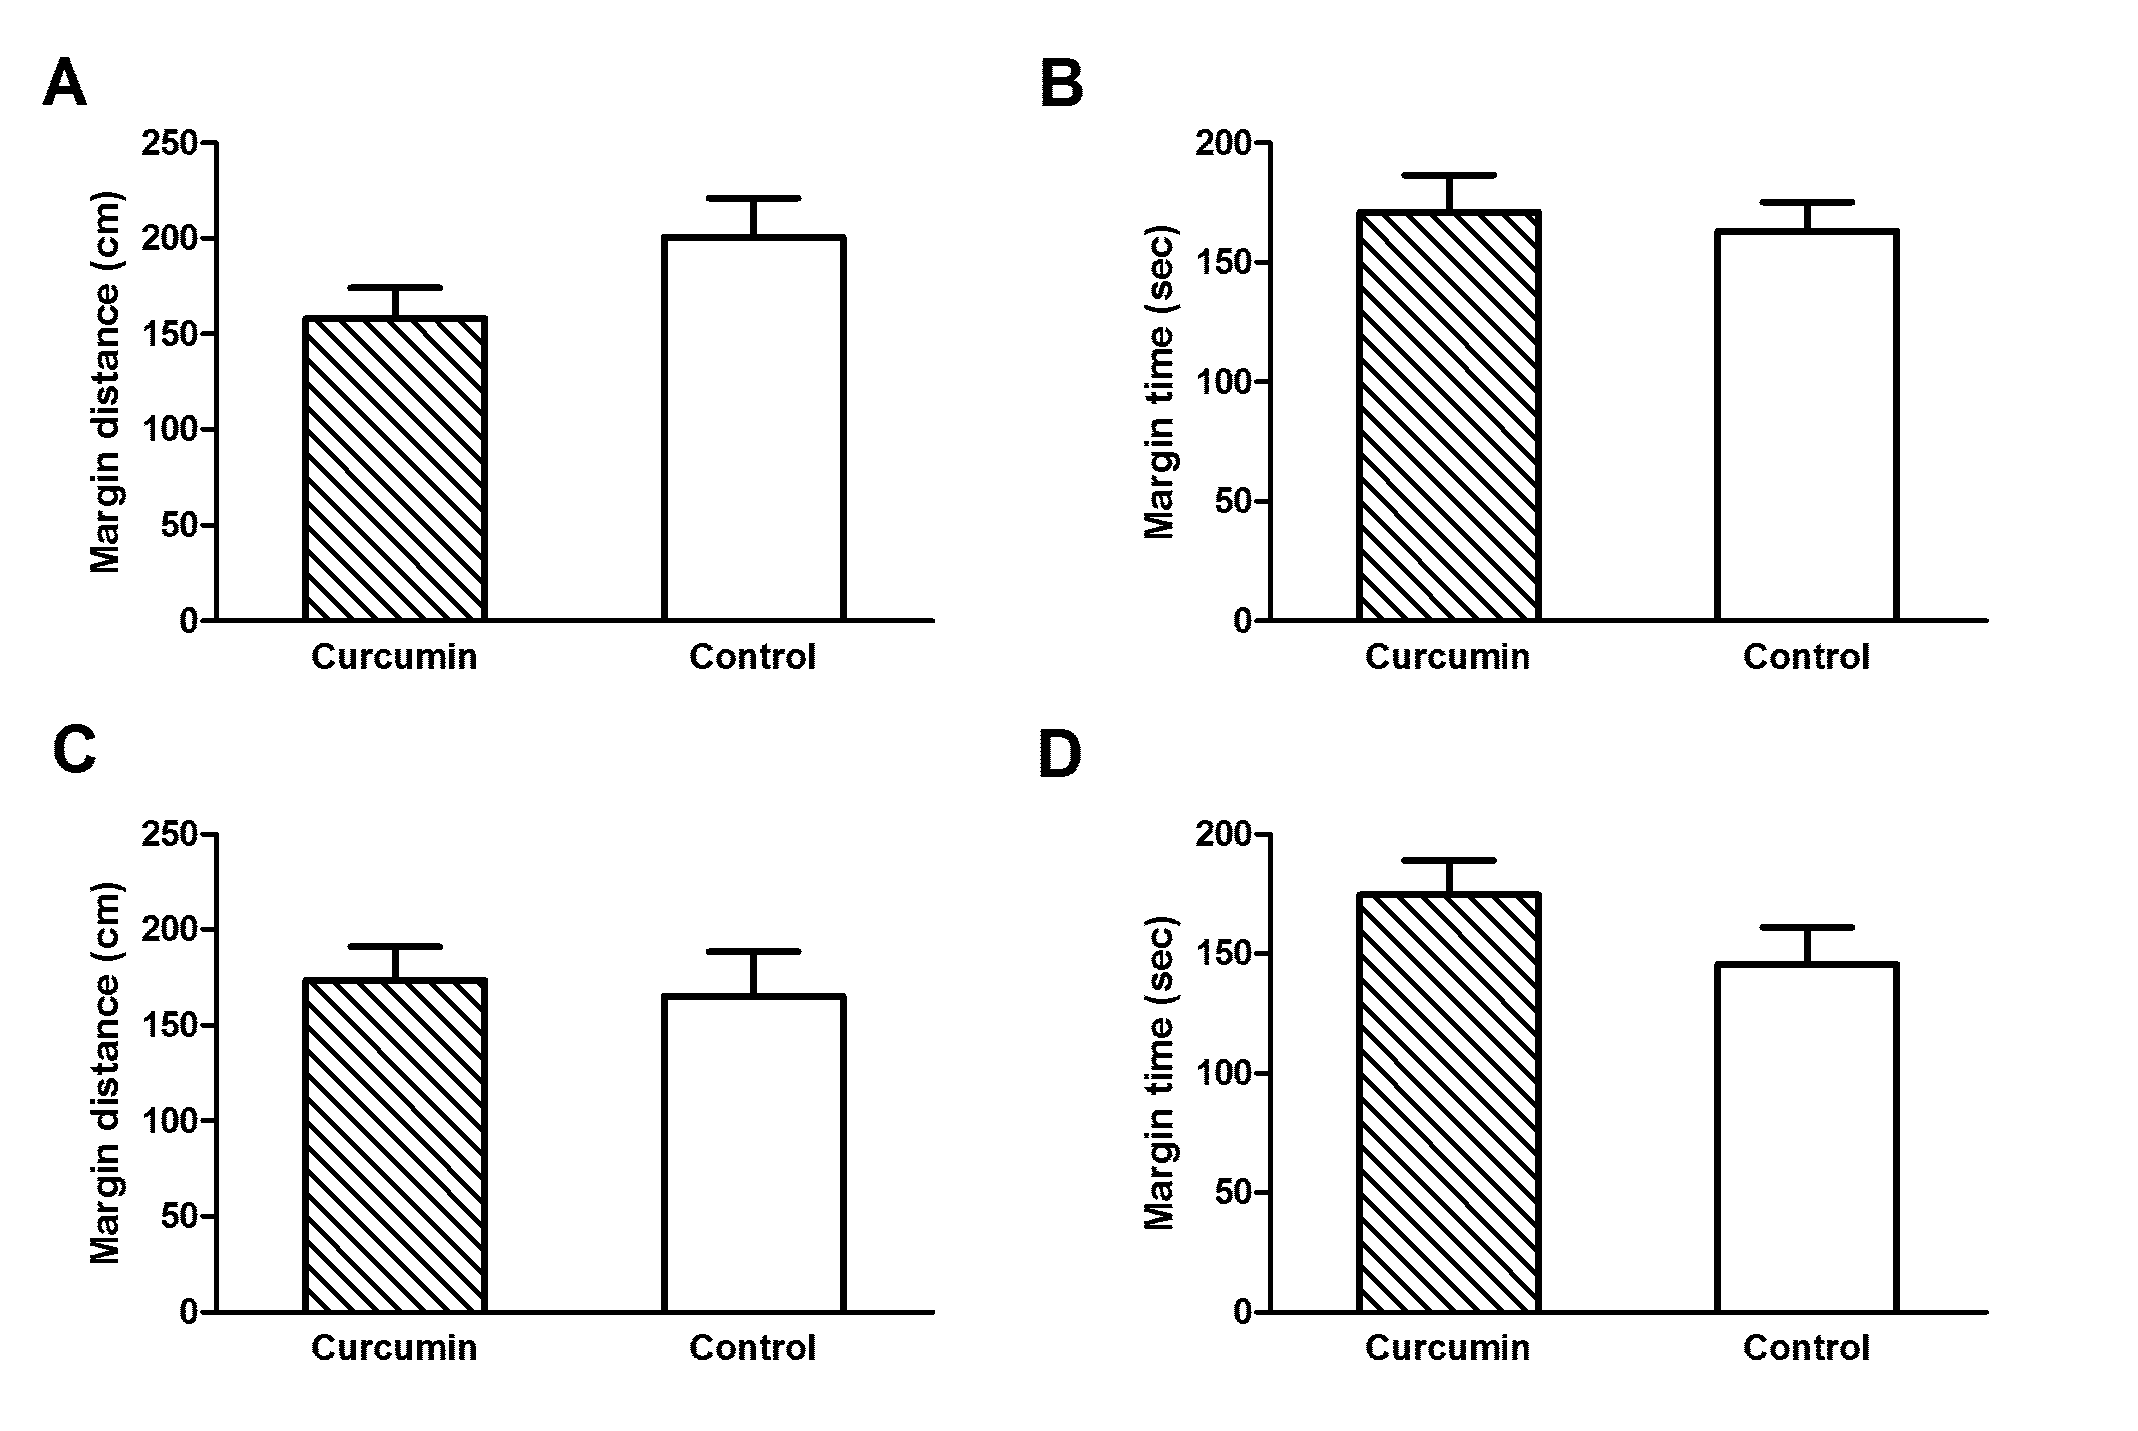

Figure S1. No effects of curcumin on margin time and margin distance in open field test after 6-week (A) or 12-week treatment (B) with curcumin in aged rats. Mean ± SEM, There are 15 rats in each group. **P* < 0.05.

# Supplementary material for: Curcumin Enhances Neurogenesis and Cognition in Aged Rats: Implications for Transcriptional Interactions Related to Growth and Synaptic Plasticity
**Source:** PLoS One. 2012 Feb 16;7(2):e31211. doi: 10.1371/journal.pone.0031211
**Supplement:** Figure S2 — No effects of curcumin on fall time in rota rod test in the rats with 6-week (A) or 12-week (B) curcumin treatment. Mean ± SEM. There are 15 rats in each group. P>0.05.

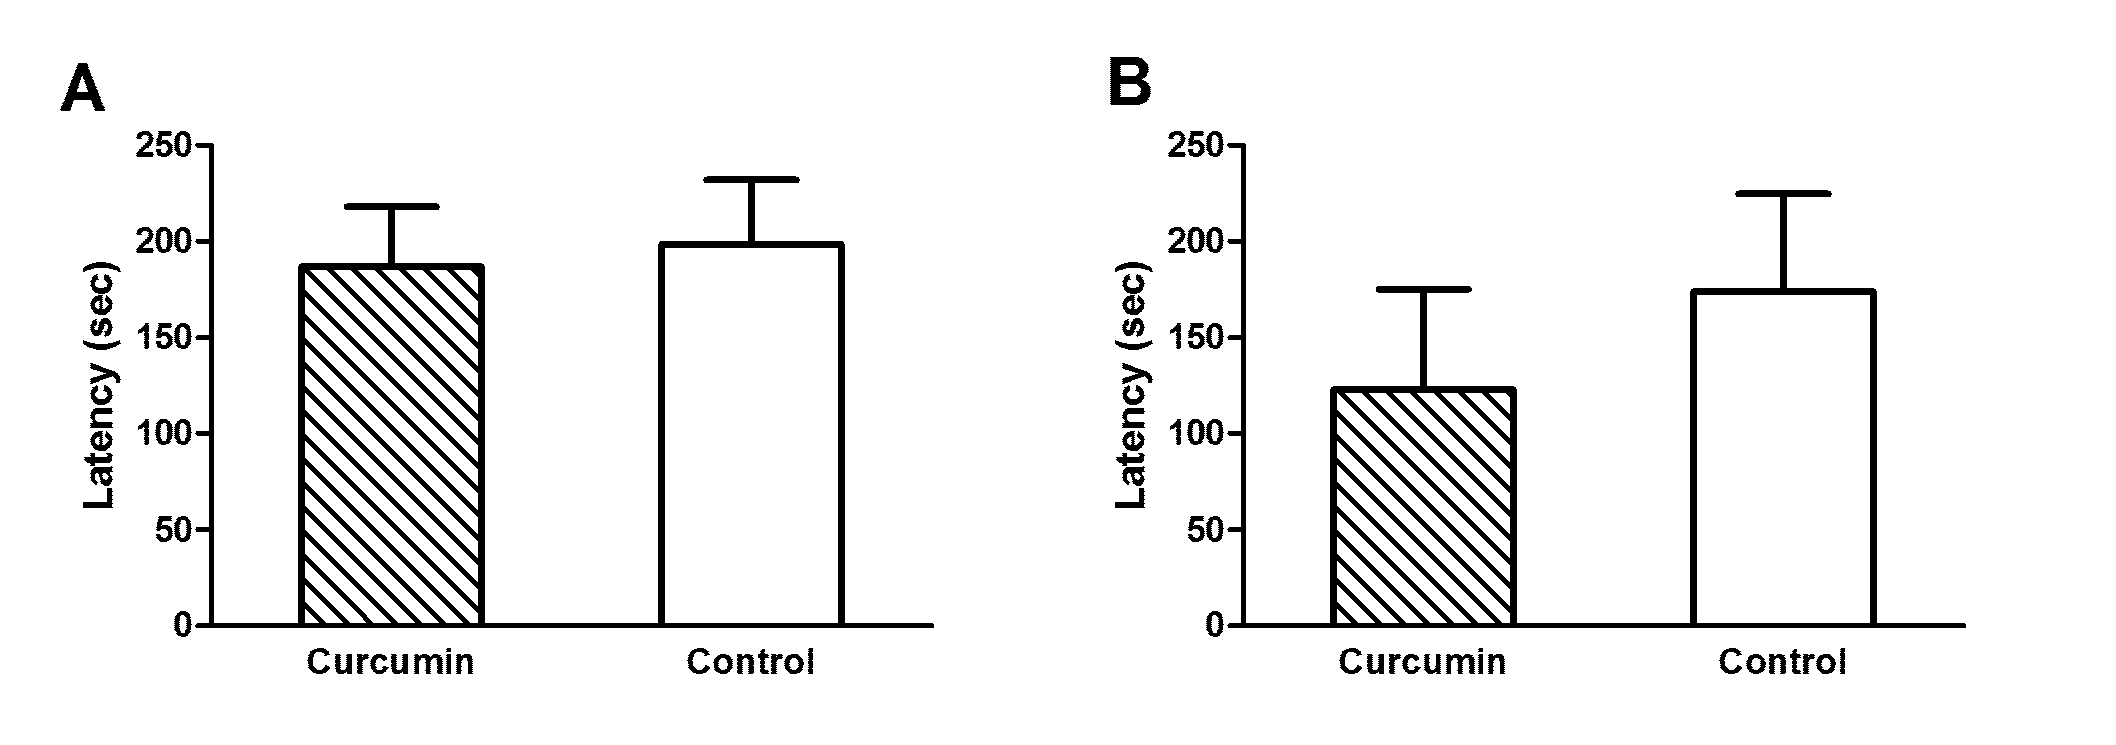

Figure S2. No effects of curcumin on fall time in rota rod test after 6-week (A) or 12-week (B) treatment with curcumin in aged rats. Mean ± SEM, There are 15 rats in each group. **P* < 0.05.

# Supplementary material for: Curcumin Enhances Neurogenesis and Cognition in Aged Rats: Implications for Transcriptional Interactions Related to Growth and Synaptic Plasticity
**Source:** PLoS One. 2012 Feb 16;7(2):e31211. doi: 10.1371/journal.pone.0031211
**Supplement:** Table S1 — Differentially expressed genes in the hippocampus of the aged rats after 6-week curcumin treatment.

Table S1. Differentially expressed genes in the hippocampus of the aged rats after 6-week curcumin treatment.

| **Functional classes** | **Gene name** | **Accession number** | **Fold change** |
| --- | --- | --- | --- |
| Neurotransmission/Synaptic function | Syt9 NM_053324 1.58 | NM_053324 | 1.58 |
|  | Cbln1 | NM_001109127 | 0.50 |
|  | Cbln4 | NM_001109210 | 0.39 |
| Signal transduction | Met | NM_031517 | 1.90 |
|  | Olr1376 | NM_214827 | 0.66 |
|  | Olr1571 | ENSRNOT00000034210 | 0.55 |
|  | Cbln1 | NM_001109127 | 0.50 |
| Metabolism | Nts | NM_001102381 | 1.87 |
|  | Htra4 | NM_001107321 | 0.44 |
|  | Bbox1 | NM_022629 | 0.56 |
|  | Ak7 | NM_001108055 | 0.60 |
| Transport | Slc38a4 | NM_130748 | 1.75 |
| Cytokinesis/cell cycle | Prc1 | NM_001107529 | 0.59 |
|  | Aurkb | NM_053749 | 0.43 |
| Microtubule-based movement | Dnah3 | ENSRNOT00000055066 | 0.47 |
|  | Bm259 | ENSRNOT00000033008 | 0.53 |
|  | Dnahc6 | ENSRNOT00000020894 | 0.58 |

# Supplementary material for: Curcumin Enhances Neurogenesis and Cognition in Aged Rats: Implications for Transcriptional Interactions Related to Growth and Synaptic Plasticity
**Source:** PLoS One. 2012 Feb 16;7(2):e31211. doi: 10.1371/journal.pone.0031211
**Supplement:** Table S2 — Differentially expressed genes in the cortex of the aged rats after 6-week curcumin treatment.

Table S2. Differentially expressed genes in the cortex of the aged rats after 6-week curcumin treatment.

# Supplementary material for: Curcumin Enhances Neurogenesis and Cognition in Aged Rats: Implications for Transcriptional Interactions Related to Growth and Synaptic Plasticity
**Source:** PLoS One. 2012 Feb 16;7(2):e31211. doi: 10.1371/journal.pone.0031211
**Supplement:** Table S3 — Differentially expressed genes in the hippocampus of the aged rats after 12-week curcumin treatment.

Table S3. Differentially expressed genes in the hippocampus of the aged rats after 12-week curcumin treatment.

| **Functional classes** | **Gene name** | **Accession number** | **Fold change** |
| --- | --- | --- | --- |
| Signal transduction | Adcy1 | NM_001107239 | 1.76 |
| RGD1561955 | ENSRNOT00000044063 | 1.7 |
|  | Npy2r | NM_023968 | 0.41 |
|  | Odz4 | ENSRNOT00000015181 | 0.63 |
|  | Dgkg | NM_013126 | 0.66 |
|  | Kit | NM_022264 | 0.61 |
|  | Cib2 | NM_001015010 | 0.63 |
|  | Htr2c | NM_012765 | 0.52 |
|  | RGD1565014 | ENSRNOT00000058930 | 1.56 |
| Metabolism | Lpl | NM_012598 | 0.51 |
|  | Car12 | NM_001080756 | 0.62 |
|  | Stxbp6 | ENSRNOT00000005618 | 1.61 |
| Transport | Kcnh5 | NM_133610 | 1.77 |
|  | Kcnj16 | NM_053314 | 0.52 |
|  | Nkain3 | NM_001109540 | 0.56 |
|  | Slc38a4 | NM_130748 | 0.55 |
|  | Igsf4d | NM_001047102 | 1.65 |
| Development | Robo3 | NM_001108135 | 1.63 |
|  | Wnt2 | ENSRNOT00000010427 | 1.90 |
|  | Slit2 | AF141386 | 0.54 |
|  | Hydin | XM_226468 | 0.59 |
|  | Nnat | NM_053601 | 0.53 |
|  | Tgfb3 | NM_013174 | 0.45 |
|  | Stom | ENSRNOT00000025904 | 1.83 |
| Protein homooligomerization | Wfs1 | NM_031823 | 2.19 |
| Calcium ion homeostasis | Ednra | NM_012550 | 0.52 |
| Calcium signaling | Cd3e | NM_001108140 | 2.52 |
| Inflammation | Itgbl1 | NM_001017505 | 0.38 |
| Cell adhesion | Nell1 | NM_031069 | 0.63 |
|  | Lum | NM_031050 | 0.58 |
|  | Plagl1 | NM_012760 | 0.4 |
| Transcription | Nr2f2 | NM_080778 | 0.61 |
|  | Rxrg | NM_031765 | 0.58 |

# Supplementary material for: Curcumin Enhances Neurogenesis and Cognition in Aged Rats: Implications for Transcriptional Interactions Related to Growth and Synaptic Plasticity
**Source:** PLoS One. 2012 Feb 16;7(2):e31211. doi: 10.1371/journal.pone.0031211
**Supplement:** Table S4 — Differentially expressed genes in the cortex of the aged rats after 12-week curcumin treatment.

Table S4. Differentially expressed genes in the cortex of the aged rats after 12-week curcumin treatment.

# Supplementary material for: Curcumin Enhances Neurogenesis and Cognition in Aged Rats: Implications for Transcriptional Interactions Related to Growth and Synaptic Plasticity
**Source:** PLoS One. 2012 Feb 16;7(2):e31211. doi: 10.1371/journal.pone.0031211
**Supplement:** Table S5 — Primers used in the Real-Time quantitative PCR experiments.

Table S5. Primers used in Real-Time quantitative PCR experiment.

| **Gene name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| Cbln4 | CAAGACTCGCATCATTTACT | GATGGTTTGGCTCTGGTA |
| Gapdh | TATCGGACGCCTGGTTAC | CTGTGCCGTTGAACTTGC |
| Cbln1 | ACTGCTCTGGGCATCTCTGT | AGTGCTGCGTTCTGAGTCAA |
| Chrna5 | CTCTGCTGCCAAACATGAAG | ATTCCTGCTTCAACCAGACG |
| Edg8 | GGAGGGACTCGCCTAGATTC | TCTGTAGCCAGCCACTCCTT |
| GPR22 | CCATAAAGCAACAGCGAACA | GTCCTCAATGTCATCTCGCA |
| Neurod1 | AGGCACGTCAGTTTCACCA | TCCAAAGGCAGTAACGACA |
| Neurod6 | AGGAGACGATGCGACACTC | TCGGGCATTACGACAGACT |
| Sparc | TGGAACATTGCACCACTCG | GAGGCTTGAACTTAGATCACCA |
| SV2C | CCATCTCAGCGTGGAACTC | TGACCAAGGAGCCGAATAT |
| Syt9 | CATGGACTATGACCGTGTAGG | GGGATATGACAGCATCTCACTC |
| Adcyl | GCCTACGCAAGTGGCAGTA | GTTCAAGCACGCAAGGGTT |
| Wee1 | GGTGGGAGTTTAGCTGACG | TTGGGATTGAGGTTCGAGAT |
| Nlgn2 | GCAGAACCAGAGCGAGGAC | CGCCGTGTAGAAACAGCAT |
| Cav1 | GACGAGGTGAATGAGAAGCA | CACAGTGAAGGTGGTGAAGC |
| Agrn | GGCGGACCTACATCGAATACCT | GCCATGTAATCTGCACGTTCTG |
| Trh | CCTTGGATTCGGGAGTATTGC | TCCTGGAGTCTGCGAAGTGG |
| Nts | GATGTGAGAGTCCTGGAGGC | ATCCAGGACAAGGGGAAGTT |
| RT1-Da | TTGACTTTGACGGTGACGAG | CATTGGCATCTGGAGTGTTG |

How the deposited data were processed for this re-analysis (not part of the article)

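The samples are 16 Affymetrix arrays of hippocampus and cortex from male Sprague-Dawley rats, 2 arrays for each of 8 groups given by tissue, diet (curcumin or control) and duration (6 or 12 weeks). The tissue of 3 rats of a group was pooled for RNA, so pools and not rats are the units. The labels name the 2 arrays of a group biological replicates, while the methods also speak of duplicate arrays from each RNA sample, so the spread between them may be technical. The paper's 6 rats per group, pooled by 3, would give 2 pools. In the hippocampus after 6 weeks, values of the choroid plexus list given below argue against a spread that is only technical. The deposited log2 values were made by the authors, who scanned the arrays with Command Console, took primary data from Affymetrix Expression Console and name RMA and Gene Spring for the normalization, with versions that are not given in the sources used here. They hold 27342 transcript clusters and 0 missing values, with array medians from 6.35 to 6.44 and values from 4.33 to 12.87. No probe-level data were used here, so background, array quality and probe effects were not examined. The paper names a rat exon array, while the clusters carry the annotation of a rat gene array. Which of them was used was not settled here.

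Gene symbols come from the annotation of the clusters, checked by gene ID against a RefSeq gene table of the rat assembly GRCr8 (15067 clusters found), which also gives the coordinates. Exactly 1 symbol is listed for 15097 clusters, several for 323 and none for 11922. A gene with more than 1 cluster is represented by the cluster that matches the accession in the paper's tables, or else by the brightest one.

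From these values, 4 comparisons of curcumin with control were computed as differences of mean log2 values, 1 for each tissue and duration. The paper's rule (at least 1.5-fold higher or at most 0.66-fold) was applied to them without a test. All 16 arrays were fitted together with limma 3.58.1 in R 4.3.3 (group means, lmFit, contrasts.fit and eBayes with default settings), which leaves 8 residual degrees of freedom, with a prior of 3.12 degrees of freedom. The p-values were adjusted by Benjamini-Hochberg over all clusters in each comparison and called under 0.05. The same fit tested the difference between the effects at 12 and 6 weeks in each tissue, the difference between cortex and hippocampus at each duration, and the mean of the 4 effects. Sets of genes were tested with camera from limma, with a preset correlation of 0.01, over 37 gene lists and 4 comparisons (148 tests adjusted together), and again with an estimated correlation and with fry. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and statmod 1.5.0 was used for the random block. The same steps were first run on simulated arrays with 200 changed clusters per comparison.

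The comparisons, tests, gene lists, alternatives and the rule for named genes were set before the data were examined, and 7 of the lists were written after reading the paper's tables (oligodendrocyte, MHC class II, red blood cells, ependyma, cortical projection neurons, olfactory bulb and ventral hippocampus). Named are the genes of Tables 1 and 2 and Figure 6 with a named cluster here, whose values in the paper had been seen. Ttc6, RGD1311744 and the entry without a name in Table 2, and Unc5d in Table 1, have no named cluster here. Also named are the 10 highest and 10 lowest log2 fold changes per comparison among genes that passed limma with curcumin and control arrays apart. The rule also asked for 2 to 4 members per list with the largest moderated t, but for some lists fewer or none of these are named. Where fewer than 5 genes passed in a direction, the 5 with the largest moderated t are named and said not to pass. Where a gene outside this rule is named, the text says that it was chosen for its value or as an abundant member of a list. The alternatives were a filter on dim clusters, quantile normalization over all arrays or within each tissue, leaving out each array in turn, fits on the 8 arrays of a tissue or the 4 of a comparison, a variance trend with robust estimation, array weights, the replicate number as a block, a random block for the pool of rats, other thresholds and tests, lists without the members the paper names, and other ways to count genes. The behavioural, cell proliferation and RT-qPCR measurements were not analysed here.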

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

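The explanations and bounds were set down ahead of their results, but the demands on spread and on single arrays left out were chosen only after the medians had been seen. The oligodendrocyte, olfactory bulb, MHC class II, red blood cell and ventral hippocampus lists had been written after reading the paper's tables. Tests that use these lists are therefore not independent of the paper's values.

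In the cortex after 6 weeks, genes of 4 lists that the paper does not discuss were lower with curcumin, which drew attention as a signal in genes outside those it reports: microglia (median -0.34), astrocyte (-0.15), endothelium (-0.14) and MHC class I (-0.11), while projection neuron genes were higher. With an estimated correlation none of these 5 lists passed (adjusted p = 0.629, 0.698, 0.794, 0.634 and 0.307 in that order). More white matter in the control pools would give such values: the oligodendrocyte and myelin list had a median of -0.78, from -1.22 to -0.29 with 1 array left out. Its most abundant genes had like values (Mbp -0.75, Tf -0.90 and Mobp -0.84). This is not an independent test, since the paper's tables name 5 of the 17 measured genes of the list. The other 12 had a median of -0.74. The list did not pass camera with an estimated correlation (adjusted p = 0.634). More tissue of neighbouring regions in the control pools cannot be told apart from other causes, since the olfactory bulb list (median -1.08) came to -0.056 without control replicate 2 and the striatal list to 0.44 without control replicate 1. A response of the cortex to curcumin at 6 weeks stays open and untested, as dissection and diet are not separated by 2 pools per group.

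In the cortex, the effect on Cd74 differed between 12 and 6 weeks by 3.73 and that on RT1-Da by 3.10, which drew attention as differences between groups, and MHC class II genes were higher at 12 weeks (camera adjusted p = 9.8e-05, but 0.307 with an estimated correlation and 0.274 without the members the paper names). A larger share of microglia cannot be told apart from other causes: the microglia list had a median of 0.084 against 0.26 for the MHC class II list, but 0.31 without curcumin replicate 1 and -0.13 without curcumin replicate 2. Its most abundant genes went both ways (Ctss -0.27, Csf1r 0.084 and C1qa 0.45). Blood or lymphocytes left in the tissue cannot be told apart from other causes: the median of the lymphocyte list, 0.040 (0.023 to 0.090 with 1 array left out), lies below the bound of 0.1 set in advance by less than the standard error of its members (0.071), its genes are dim, and its most abundant gene Cd4 was at 0.74, while the red blood cell list did not rise (-0.16, from -0.21 to -0.046). An effect of curcumin at 12 weeks on antigen-presenting cells stays open as untested.

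In the hippocampus after 12 weeks, genes of dentate granule cells, outside those the paper discusses, were higher (median 0.49), while ventral hippocampus genes were lower (median -0.28), and with an estimated correlation neither list passed (adjusted p = 0.307 and 0.320). A different dorsal to ventral share of the dissected tissue cannot be told apart from other causes: the dorsal list, with 5 measured genes, had a median of 0.13, and 0.020 without control replicate 1. With 1 array left out the dentate list stayed between 0.33 and 0.49. An effect of 12 weeks of curcumin on the hippocampus stays open as untested.

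Differences between groups by limma were 402 clusters between the durations in the cortex, with 8 to 1041 when 1 array was left out, and 52 clusters between the tissues at 12 weeks, 5 to 30 with 1 array left out. Fezf2 (-1.23), Neurod6 (-1.32) and Htr2a (-2.00) had cortical effects that differed between durations, though each difference was lost with some single arrays left out. The effect on Nlgn2 at 12 weeks differed between cortex and hippocampus by 0.73 (adjusted p = 0.0472), which passed in none of the 11 alternatives. Further lists outside the genes the paper discusses passed camera. Choroid plexus genes had a median of -0.45 in the hippocampus after 6 weeks, which was 0.35 without curcumin replicate 1, -1.41 without curcumin replicate 2, -1.55 without control replicate 1 and 0.33 without control replicate 2. Arrays of one group thus differed across this list, in the curcumin and in the control group. For this list and tissue, that argues against a spread between arrays that is only technical. Mitochondrial respiratory chain genes had a median of -0.056 in the hippocampus after 12 weeks, and astrocyte genes one of -0.14 in the cortex after 12 weeks. With an estimated correlation these 3 lists did not pass (adjusted p = 0.923, 0.794 and 0.794).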

How the results depend on the processing

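The crossed pairing of arrays in the hippocampus after 12 weeks and the random block for the differences between groups and the common effect were chosen after the data had been seen, and the other alternatives here were planned. Where a group is left with 1 array, that lone array is assumed to vary like the other groups. The groups of 2 arrays limit each result, and background was not examined, so a small fold change of a dim cluster is not evidence of no change. For the changes listed below, the cause was not tested, except that fits with fewer arrays have fewer degrees of freedom by construction, and stricter rules count fewer clusters by construction. A correction for GC content was not run, since no sequences were used here.

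With 1 array left out, clusters that met the fold rule numbered 34 to 97 in the hippocampus (33 with all arrays) and 350 to 801 in the cortex (341) after 6 weeks, and 97 to 150 (63) and 294 to 479 (226) after 12 weeks. Calls by limma ranged over 0 to 2 and 1 to 758 after 6 weeks and 26 to 447 in the cortex after 12 weeks, and stood at 0 for each array left out in the hippocampus after 12 weeks (0, 29, 885 and 1 with all arrays). Calls for the difference between durations ranged over 0 to 2 in the hippocampus and 8 to 1041 in the cortex (402 with all arrays), for the difference between tissues over 0 to 140 after 6 weeks and 5 to 30 after 12 weeks (52), and for the common effect over 1 to 92 (4). The highest cortical counts at 6 weeks (801 by the fold rule and 758 by limma), the 1041, the 140 and the 92 each came without control replicate 1 of the cortex at 6 weeks, the 26 without control replicate 1 and the 8 without curcumin replicate 2 of the cortex at 12 weeks, and both counts of 2 in the hippocampus without its curcumin replicate 1 at 6 weeks. Gene lists that passed camera ranged over 3 to 6 in the hippocampus after 12 weeks (7 with all arrays, 3 without control replicate 1) and 4 to 10 in the cortex after 12 weeks (7, and 4 without curcumin replicate 1), while after 6 weeks they stayed within 1.5 times the count, at 2 to 4 and 10 to 19.

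If all 4 ratios between single arrays had to pass, 4 and 35 clusters met the fold rule after 6 weeks in hippocampus and cortex, and 17 and 59 after 12 weeks. At 2-fold the numbers were 5, 30, 8 and 15. Clusters that met the paper's 1.5-fold rule and an adjusted p under 0.05 numbered 0, 10, 1 and 133. Counting each gene with 1 symbol once left 9 in the hippocampus after 6 weeks and 122 in the cortex after 12 weeks. Taking limma calls in place of the fold rule, the overlap was 7 clusters between the 2 durations in the cortex (30 by the fold rule) and 0 in the other 5 pairs of comparisons (13, 2, 6, 7 and 13).

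Without the dimmest clusters, limma called 57 clusters in the cortex after 6 weeks, 2 in the hippocampus after 12 weeks, 21 for the difference between tissues at 12 weeks and 2 for the common effect, and 4 lists passed in the cortex after 12 weeks. Quantile normalization over all arrays gave 3 calls in the hippocampus after 12 weeks, 636 for the cortical difference between durations, 107 between tissues at 12 weeks and 20 for the common effect, and within each tissue 3, 604, 101 and 16. On the 8 arrays of the tissue limma called 0 clusters in the cortex after 6 weeks, 0 in the hippocampus and 22 in the cortex after 12 weeks. On the 4 arrays of the comparison it called 0, 0 and 2, with 4 lists in the cortex after 12 weeks. A variance trend with robust estimation gave 104 calls in the cortex after 6 weeks and 4 in the hippocampus after 12 weeks, and array weights 0 and 0. At an adjusted p under 0.10 there were 161, 3 and 1617 calls in the cortex after 6 weeks and in hippocampus and cortex after 12 weeks. The 2-group test of the paper's methods gave 1430, 1420, 1090 and 2741 clusters unadjusted, in the order hippocampus and cortex at 6 and then 12 weeks, and 0 in each comparison after adjustment.

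With the replicate number as a block (replicate block), limma called 0 clusters in the cortex after 6 weeks and 13 after 12 weeks, and 6 lists passed in the hippocampus after 6 weeks against 3 without it. The numbers do not pair curcumin with control arrays: deviations of arrays with the same number correlated at 0.040, -0.058, -0.43 and 0.011 across clusters (hippocampus and cortex at 6 weeks, then at 12 weeks). With the numbers crossed in the hippocampus at 12 weeks, the replicate block gave 1 call there, 22 calls in the cortex at 6 weeks and 468 at 12 weeks. Across the tissues, arrays of the same diet, duration and number, which may share their rats, correlated in their deviations at -0.15 and 0.12 (curcumin and control at 6 weeks) and 0.15 and 0.16 (at 12 weeks), while the differences between tissues and the chance overlaps treat the tissues as independent. With a random block for the pool of rats (consensus correlation 0.039) limma called 62 clusters between tissues at 12 weeks and 2 for the common effect. With an estimated correlation camera called 0 lists in each comparison against 3, 15, 7 and 7 with the preset value, and fry called 0, 1, 0 and 0.

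Directions turned only when 1 array was left out. The choroid plexus list in the hippocampus after 6 weeks (lower with all arrays) was higher without curcumin replicate 1 or control replicate 2, with adjusted p = 6.1e-24 to 0.0174 over the 4 arrays left out. The striatal list in the cortex after 6 weeks was higher without control replicate 1, with adjusted p = 4.1e-12 to 0.669. Genes whose log2 value changed sign, none of which passed limma with all arrays, were, with their ranges, Neurod1 -0.061 to 0.0026, Neurod6 -0.057 to 0.0086, S1pr5 -0.30 to 0.078, Slc38a4 -0.22 to 0.56, Sv2c -0.016 to 0.14 and Syt9 -0.19 to 0.31 in the hippocampus after 6 weeks, Cbln1 -0.93 to 0.0020 and Cbln4 -0.89 to 0.036 in the cortex after 6 weeks, and Cav1 -0.28 to 0.036 and Wee1 -0.15 to 0.0058 in the hippocampus after 12 weeks.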

Differences from the paper's values

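None of the alternatives named in this part was chosen after the results were seen. The paper reports 81 changed genes in the hippocampus after 6 weeks, 42 of them higher, where the 1.5-fold rule on group means gives 33 clusters here, 16 higher. The paper asks that genes be changed consistently and reproducibly, and what this demands of the 2 arrays is not given in the sources used here. Of the alternatives set before the data were examined, the gap in the total closes without curcumin replicate 2, without control replicate 1 or without control replicate 2. That in the higher genes closes without curcumin replicate 2 or without control replicate 2. The other 9 and 10 of 12 do not close it. Leaving out 1 array raised every fold-rule total, in all comparisons, so these closings do not account for the paper's numbers. For the cortex after 6 weeks the paper gives 132 genes, 52 higher, and 341 clusters, 133 higher, were found, a gap that none of the 12 alternatives closes (10 to 801 clusters, 1 to 369 higher). In the hippocampus after 12 weeks the paper gives 19 genes higher against 30 clusters, which closes with the ratio of linear means and with each gene with 1 symbol counted once, and not with the other 10 alternatives. The paper counts genes and the rule is applied to clusters here, of which not all carry a symbol.

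Of the fold changes compared, 4 of 13 (hippocampus) and 1 of 71 (cortex) differ after 6 weeks and 2 of 27 and 0 of 50 after 12 weeks. With all arrays 0 lie on opposite sides of 1 in each comparison. In the hippocampus after 6 weeks, 7 of 13 genes kept the paper's direction without control replicate 1, and 13 without each other array. After 12 weeks 25 of 26 did so there without curcumin replicate 2 or control replicate 1. In the cortex after 6 weeks 68 of 69 did so without control replicate 2. A gap counts as closed where the 2 values are within 1.5 times of each other or within the replicate SD. After 6 weeks in the hippocampus, Syt9 was 1.04-fold against the paper's 1.58 (1.24 without control replicate 2, and 1.05 without curcumin replicate 1, which comes just within the bound), Slc38a4 1.12-fold against the paper's 1.75 (closed without curcumin replicate 2 or without control replicate 2), Bbox1 0.897-fold against the paper's 0.56 and Aurkb 0.758-fold against the paper's 0.43 (both closed without control replicate 2), and the other alternatives do not close these gaps. Hydin was 0.788-fold in the cortex after 6 weeks against the paper's 0.36 and 0.946-fold in the hippocampus after 12 weeks against the paper's 0.59, and Stom 1.04-fold there against the paper's 1.83; no alternative closes these 3 gaps. Hydin and Stom were matched by symbol and not by accession, and the genes compared were those of Tables 1 and 2 and of the tables of differentially expressed genes.

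The paper states that the number of higher genes falls from 6 to 12 weeks in the hippocampus and grows in the cortex, while the fold rule gives 16 and then 30 clusters in the hippocampus and 133 and then 108 in the cortex. By limma the cortical number grows, from 27 to 449. Leaving out arrays does not settle these orders. With 1 array left out at each duration, the fold-rule numbers overlapped between the durations in both tissues, as did the cortical limma numbers. Leaving out 1 array raised every fold-rule total, so those numbers cannot be set against the ones from all arrays. The paper also states that the number of lower genes depends less on duration. Here 17 and then 33 hippocampal and 208 and then 118 cortical clusters were lower. With 1 array left out at each duration, these numbers also overlapped between the durations in both tissues, so neither order is fixed. The paper counts a pair of genes that changed alike in the cortex at both durations, where 13 clusters did so and 17 moved in opposite directions by the same rule. The legend of Figure 6 names the hippocampus, while the plotted array values of Neurod1, Gpr22, Chrna5, Edg8, Trh, Sv2c, Sparc, Neurod6, Agrn, Cav1, Nlgn2, Wee1 and RT1-Da are those of the cortex in the paper's tables, and for the 6 genes at 12 weeks the cortical values here all passed limma.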

Other observations

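In the hippocampus after 12 weeks, genes of dentate granule cells were higher as a group (5 measured, camera adjusted p = 9.9e-04, and adjusted p = 0.307 with an estimated correlation), with the channel gene Trpc6 at 0.52 (SE 0.16, adjusted p = 0.822) and C1ql3, a synaptic adhesion ligand, at 0.51 (SE 0.26, adjusted p = 0.999). Immediate early genes, which follow neuronal activity, were higher too (median 0.22, camera adjusted p = 0.00137, and adjusted p = 0.668 with an estimated correlation), with Egr1 at 0.74 (SE 0.22, adjusted p = 0.766). Genes of ventral hippocampus (median -0.28, camera adjusted p = 4.3e-06, and adjusted p = 0.320 with an estimated correlation), GABA interneurons (median -0.14, camera adjusted p = 0.0183, and adjusted p = 0.307 with an estimated correlation), sterol synthesis (median -0.14, camera adjusted p = 5.3e-05, and adjusted p = 0.634 with an estimated correlation), synaptic vesicle release (median -0.10, camera adjusted p = 0.0192, and adjusted p = 0.634 with an estimated correlation) and mitochondria (median -0.056, camera adjusted p = 0.00718, and adjusted p = 0.794 with an estimated correlation) were lower. The dentate list passed without any 1 array, the ventral list did not without control replicate 1 (adjusted p = 0.102), sterol synthesis not without control replicate 2 (adjusted p = 0.0810), immediate early genes not without curcumin replicate 1 or control replicate 2 (adjusted p = 0.326 and 0.221, in that order), mitochondrial genes not without curcumin replicate 2 or control replicate 1 (adjusted p = 0.559 and 0.111, in that order), GABA interneurons not without curcumin replicate 2 or control replicate 1 (adjusted p = 0.123 and 0.346, in that order) and vesicle genes not without curcumin replicate 2 or control replicate 1 (adjusted p = 0.687 and 0.284, in that order). Under quantile normalization of all arrays or within each tissue vesicle genes did not pass either (adjusted p = 0.107 and 0.112). None of the members passed over all genes, and adjusted over the list alone 2 dentate genes were higher and 1 ventral gene lower. The ventral list was written after reading the paper's tables and is not independent evidence.

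In the hippocampus after 6 weeks, genes of the choroid plexus, which makes cerebrospinal fluid, were lower (median -0.45, camera adjusted p = 0.00714, and adjusted p = 0.923 with an estimated correlation), but higher without curcumin replicate 1 or control replicate 2 (adjusted p = 0.0174 and 7.1e-04), and its abundant gene Ttr was at -1.89 (SE 1.46, adjusted p = 0.9999). They did not pass without the dimmest clusters or on the 4 arrays of the comparison (adjusted p = 0.0563 and 0.178). Ependymal and cilia genes were lower as a group (median -0.19, camera adjusted p = 2.5e-07, and adjusted p = 0.307 with an estimated correlation), with negative values in all 15 measured members. Tekt1, a filament protein of cilia, was at -0.23 (SE 0.074, adjusted p = 0.9999), and the group passed without any 1 array. Hemoglobin genes were lower (median -0.27, camera adjusted p = 0.0138, and adjusted p = 0.681 with an estimated correlation), but not without curcumin replicate 1 or control replicate 2 (adjusted p = 0.238 and 0.539, in that order), nor without the members the paper names (adjusted p = 0.279). No member of the 3 lists passed over all genes, nor when adjusted over the list alone, and the ependymal and hemoglobin lists were written after reading the paper's tables.

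The exchange of curcumin and control labels within tissue and duration was planned. The common effect called 4 clusters, and 11 of 100 exchanges of the labels, the real labels included, called as many, so chance cannot be excluded. The highest count of the other exchanges was 22, several times the real count of 4, as a structure of the samples would give, but 57 exchanges called 0 by limma and the median of the others was 0, and no such structure was tested. Averaged over the 4 comparisons, postsynaptic genes were higher (median 0.10, camera adjusted p = 2.1e-08, and adjusted p = 0.195 with an estimated correlation), and so were vesicle genes (median 0.059, camera adjusted p = 1.3e-04, and adjusted p = 0.262 with an estimated correlation), while heat shock genes (median -0.085, camera adjusted p = 2.3e-04, and adjusted p = 0.188 with an estimated correlation) and oligodendrocyte genes (median -0.22, camera adjusted p = 4.1e-04, and adjusted p = 0.583 with an estimated correlation) were lower. By camera 10 further lists passed, none of them with an estimated correlation: projection neurons and MHC class II were higher (adjusted p = 9.9e-04 and 0.0260), and lower were markers of astrocytes (9.9e-04), red blood cells (0.00198), olfactory bulb (0.00249), ependyma (0.00842), endothelium (0.0180), GABA interneurons (0.0180) and microglia (0.0306), and antioxidant genes (0.00198). The cortex carries most of the first averages: in the hippocampus at 6 and 12 weeks the medians were 0.0074 and 0.029 for postsynaptic, -0.065 and -0.10 for vesicle and -0.0032 and 0.15 for oligodendrocyte genes, and -0.028 and -0.088 for heat shock genes.

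Effects on lists also differed between groups. In the cortex, sterol synthesis genes had effects that differed between 12 and 6 weeks (median -0.43, camera adjusted p = 4.9e-08, and adjusted p = 0.462 with an estimated correlation), as had MHC class II genes (median 0.41, camera adjusted p = 2.8e-05, and adjusted p = 0.405 with an estimated correlation). In the hippocampus the ventral list differed between durations (median -0.48, camera adjusted p = 9.1e-05, and adjusted p = 0.462 with an estimated correlation). Between tissues at 6 weeks, vesicle genes differed most by p (median 0.40, camera adjusted p = 7.7e-16, and adjusted p = 0.131 with an estimated correlation). Whether these differences hold with 1 array left out was not tested.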
